# Microglial PGC-1α protects against ischemic brain injury by suppressing neuroinflammation

**DOI:** 10.1186/s13073-021-00863-5

**Published:** 2021-03-26

**Authors:** Bin Han, Wei Jiang, Pan Cui, Kai Zheng, Chun Dang, Junjie Wang, He Li, Lin Chen, Rongxin Zhang, Qing Mei Wang, Zhenyu Ju, Junwei Hao

**Keywords:** Microglia, Neuroinflammation, PGC-1α, Ischemic stroke

## Abstract

**Background:**

Neuroinflammation and immune responses occurring minutes to hours after stroke are associated with brain injury after acute ischemic stroke (AIS). PPARγ coactivator-1α (PGC-1α), as a master coregulator of gene expression in mitochondrial biogenesis, was found to be transiently upregulated in microglia after AIS. However, the role of microglial PGC-1α in poststroke immune modulation remains unknown.

**Methods:**

PGC-1α expression in microglia from human and mouse brain samples following ischemic stroke was first determined. Subsequently, we employed transgenic mice with microglia-specific overexpression of PGC-1α for middle cerebral artery occlusion (MCAO). The morphology and gene expression profile of microglia with PGC-1α overexpression were evaluated. Downstream inflammatory cytokine production and NLRP3 activation were also determined. ChIP-Seq analysis was performed to detect PGC-1α-binding sites in microglia. Autophagic and mitophagic activity was further monitored by immunofluorescence staining. Unc-51-like autophagy activating kinase 1 (ULK1) expression was evaluated under the PGC-1α interaction with ERRα. Finally, pharmacological inhibition and genomic knockdown of ULK1 were performed to estimate the role of ULK1 in mediating mitophagic activity after ischemic stroke.

**Results:**

PGC-1α expression was shortly increased after ischemic stroke, not only in human brain samples but also in mouse brain samples. Microglia-specific PGC-1α overexpressing mice exhibited significantly decreased neurologic deficits after ischemic injury, with reduced NLRP3 activation and proinflammatory cytokine production. ChIP-Seq analysis and KEGG pathway analysis revealed that mitophagy was significantly enhanced. PGC-1α significantly promoted autophagic flux and induced autolysosome formation. More specifically, the autophagic clearance of mitochondria was enhanced by PGC-1α regulation, indicating the important role of mitophagy. Pharmacological inhibition or knockdown of ULK1 expression impaired autophagic/mitophagic activity, thus abolishing the neuroprotective effects of PGC-1α.

**Conclusions:**

Mechanistically, in AIS, PGC-1α promotes autophagy and mitophagy through ULK1 and reduces NLRP3 activation. Our findings indicate that microglial PGC-1α may be a promising therapeutic target for AIS.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13073-021-00863-5.

## Background

Acute ischemic stroke (AIS) accounts for the majority of catastrophic disabilities and deaths among individuals with cerebrovascular disorders. Unfortunately, effective therapies for AIS remain limited to date [1]. The neuroinflammation and immune responses occurring minutes to hours after stroke were associated with the complex pathology of brain injury after AIS [2, 3]. Many preclinical and clinical studies on stroke have suggested that immune modulation in the central nervous system (CNS) could be a viable alternative treatment strategy for AIS.

Microglia play crucial roles under both physiological and pathological conditions, such as immune surveillance and response to brain injury [4–6]. After stroke, microglia act as the earliest immune responders, substantially contributing to the initiation and propagation of neuroinflammation [7]. Activated microglia promote the infiltration of peripheral leukocytes by releasing proinflammatory cytokines and engulfing adjacent blood vessels [8]. Therefore, selective regulation of microglial activation can strongly suppress brain inflammation.

Peroxisome proliferator-activated receptor-γ coactivator-1α (PGC-1α) is a master coregulator that governs gene expression during mitochondrial biogenesis by interacting with many transcription factors, such as estrogen-related receptor α (ERRα) [9], which also serves as an important coordinator and is involved in the transcriptional regulation of many physiological processes [10, 11]. In addition, PGC-1α has been shown to play a crucial role in various neurological disorders by modulating mitochondrial function and reactive oxygen species (ROS) levels. In multiple sclerosis patients, reduced PGC-1α expression was accompanied by decreased expression of mitochondrial antioxidants and uncoupling proteins (UCPs), thereby leading to neuronal loss and neurodegeneration [12]. In addition, PGC-1α was shown to attenuate MPTP-induced neurodegenerative processes in a Parkinson’s disease (PD) model by upregulating mitochondrial antioxidants, such as GPx1 and SOD2, thereby reducing ROS production [13]. In primary human astrocytes, PGC-1α markedly suppresses oxidative damage and the generation of proinflammatory mediators [14]. However, the role of PGC-1α in microglia in the modulation of poststroke neuroinflammation remains poorly understood.

In this study, we found that PGC-1α expression changed in microglia from stroke patients and a mouse model of AIS. We showed that microglial PGC-1α overexpression could inhibit the neuroinflammatory responses induced by ischemic brain injury. Our results further demonstrated that PGC-1α could promote autophagy and mitophagy through unc-51 like kinase 1 (ULK1), which suppresses hyperactivation of the NLRP3 inflammasome, attenuating neuroinflammation and neurological deficits. Interfering with autophagy and mitophagy using pharmacological inhibition and genetic manipulation abolished the neuroprotective effects of PGC-1α. Thus, our data reveal that targeting microglial PGC-1α may potentially be beneficial for the treatment of AIS.

## Methods

### Human postmortem brain tissue

Postmortem formalin-fixed brain sections were obtained from 4 ischemic stroke patients within 1 day after stroke onset, 4 patients within 3 to 10 days after stroke onset, and 4 age-matched control subjects who died with no documented signs of neurological diseases. These tissues were obtained from the Department of Pathology of Ohio State University (Columbus, OH) and the Brain and Body Donation program of Banner Sun Health Research Institute (Sun City, AZ). Each group included two men and two women. All patients, or their next of kin, in these tissue donation programs gave written informed consent for brain autopsy and the use of brain tissues for research purposes. The stroke lesions were localized at the perfusion territory in the middle cerebral artery. There was no significant difference in age between the controls and the stroke patients (controls: 80.0 ± 5.5 years; stroke patients within 1 day: 86.2 ± 4.7 years; stroke patients within 3 to 10 days: 81.5 ± 4.1 years; *p* > 0.05). The study protocols for brain tissue acquisition were approved by the Institutional Review Boards of Ohio State University and Banner Sun Health Research Institute. The protocols for using these specimens were approved by the Institutional Review Boards of Xuanwu Hospital and Tianjin Medical University General Hospital. The human research in this study also conformed to the principles of the Helsinki Declaration. After the brain specimens were processed, PGC-1α expression in neural cells was detected by immunostaining. Images were captured using a fluorescence microscope. The relative fluorescence intensity was quantified by using ImageJ software.

### Animals

All experimental protocols were performed in compliance with the ARRIVE guidelines and were approved by the Institutional Animal Care and Use Committee of Xuanwu Hospital and Tianjin Medical University General Hospital. All mice used in this study were male and had a C57BL/6 background, were housed under specific pathogen-free conditions with a fixed 12-h light/dark cycle, and were given free access to food and water. Additionally, wild-type mice and homozygous Cas9 knock-in mice were purchased from Vital River Corporation (Beijing, China). PGC-1α^*f/f*^ mice carried a *loxP*-flanked allele of PGC-1α and an enhanced GFP (eGFP) gene and were generously provided by Dr. Zhenyu Ju (Jinan University, Guangzhou, China). For generation of mice with microglia-specific overexpression of PGC-1α (mPGC-1α), PGC-1α^*f/f*^ mice were crossbred with B6.129P2(Cg)-*Cx3cr1*^*tm2.1(cre/ERT2)Litt*^/WganJ mice (Cx3cr1-Cre mice) (Jackson Laboratory stock number 021160), which express tamoxifen (TAM)-inducible Cre recombinase. Littermate *PGC-1α*^*f/f*^ mice were used as control mice. TAM dissolved in corn oil was administered for 5 consecutive days followed by a 30-day interval to allow specific induction before experiments were conducted. To determine the optimal dosage for TAM, we gave the mice 50 to 150 mg/kg either through gavage or intraperitoneal injection. The specificity and efficiency of PGC-1α expression were verified by immunostaining and quantitative real-time polymerase chain reaction (qRT-PCR). For CRISPR-Cas9 editing knockout of PGC-1α, homozygous Cas9 knock-in mice were bred with homozygous Cx3cr1-Cre mice. The offspring of Cx3cr1-Cas9 mice at age 35 days were administered PGC-1α CRISPR AAVs via stereotaxic injection in the cerebral ventricle and, 30 days later, used for molecular and behavioral assays. A total of 357 male mice were included in this study and randomly assigned to the following groups by a lottery drawing: 90 WT mice, 138 PGC-1α^*f/f*^ mice, 109 mPGC-1α mice, and 20 Cx3cr1-Cas9 mice.

### Transient middle cerebral artery occlusion (tMCAO) procedure

Mice at 10–12 weeks underwent a procedure to induce focal cerebral ischemia using silicone rubber-coated 7–0 nylon monofilaments (701956PK5Re; Doccol, Sharon, MA, USA) after TAM induction. Briefly, the mice were anesthetized with chloral hydrate (30 mg/kg), and analgesic gel (lidocaine) was applied evenly on the incision to relieve pain during the experiment. Then, the left common carotid artery, internal carotid artery, and external carotid artery were gently separated from the surrounding tissues. Occlusion was accomplished by slowly inserting monofilaments to block blood flow of the middle cerebral artery. After 60 min of occlusion, the monofilament was withdrawn to allow reperfusion. Throughout the surgery, body temperature was maintained at 37.0 ± 0.5 °C using an electric blanket. For disruption of the expression of ULK1 in the mouse brain, lentiviruses expressing the negative control or ULK1 RNAi were injected into the cortex using a stereotaxic instrument at day 7 before surgery, as our previous study reported [15]. The sham-operated mice were subjected to the same surgical procedures but without the artery occlusion procedures. Regional cerebral blood flow (rCBF) was monitored using laser speckle flowmetry (PeriCam PSI, Stockholm, Sweden) at different time points, including baseline, 30 min after ischemia, and 2 min after reperfusion. The value was expressed as a percentage of the value at baseline. All procedures were performed by the same operator (B.H.) throughout the study to minimize the systemic variation. A series of behavioral tests, including modified neurological severity score (mNSS), corner-turning test, foot-fault test, and rotarod test, were blindly performed to assess neurological deficits, as previously reported [16, 17]. The infarct volume was defined by 2,3,5-tripenyltetrazolium chloride (TTC) staining (Sigma) and quantified by using Image-Pro-Plus 6.0 software (Media Cybernetics, Inc., Rockville, MD, USA). Except for the data analyst, the researchers for neurobehavioral assessment were kept blind to the different genotypes of mice, outcome measurements, and trial results.

### Immunofluorescence staining

Brain sections were permeabilized with 0.3% Triton X-100 for 10 min and then washed. Nonspecific staining was blocked with 3% BSA for 1 h. The sections were incubated with primary antibodies overnight at 4 °C. Primary antibodies included rabbit anti-PGC-1α (1:300, Abcam), goat anti-Iba-1 (1:800, Abcam), mouse anti-eGFP (1:250, Abcam), rabbit anti-Iba-1 (1:500, Wako), rabbit anti-GFAP (1:1000, Abcam), rabbit anti-NeuN (1:500, Abcam), rabbit anti-NLRP3 (1:50, Abcam), rabbit anti-ASC (1:50, Santa Cruz), goat anti-GFAP (1:1000, Abcam), and mouse anti-NeuN (1:1000, Abcam). After incubation with primary antibodies, the sections were washed with PBS (5 × 5 min) and then incubated with appropriate secondary antibodies at room temperature for 1 h. For the analysis of neuronal apoptosis, brain sections were incubated with TUNEL reagents following the manufacturer’s guidelines.

### Analysis of microglial morphology

After TAM induction, brains were removed from the PGC-1α^*f/f*^ and mPGC-1α mice. Subsequently, 50-μm coronal sections were cut. After permeabilization and blocking, the sections were incubated with rabbit anti-Iba-1 primary antibody (1:500, Wako) for 48 h at 4 °C. The sections were washed with PBS and then incubated with Alexa Fluor 488-conjugated donkey anti-rabbit secondary antibody (1:500; A-21206; Thermo Fisher Scientific) for 24 h at 4 °C in the dark. For image analysis, microglia in the cortex were scanned step by step at a thickness of 1 μm in the *z* direction using a confocal microscope (Olympus, Heidelberg, Germany). Three-dimensional images were reconstructed using Imaris software (Bitplane), and morphological data were then semiautomatically calculated using this software.

### Flow cytometry

Fresh single-cell suspensions were prepared for fluorescence-activated cell sorting (FACS) analysis. The mononuclear cells in the brains were separated with 30% Percoll. After cells were blocked with 1% BSA, they were incubated with fluorochrome-conjugated antibodies against IL-6 or TNF-α in the dark. Anti-mouse IL-1β (Cell Signaling Technology) and anti-mouse NLRP3 (Abcam)-labeled cells were detected with the corresponding fluorochrome-conjugated secondary antibodies. The antibodies were tagged with PE, APC, or PerCP. Flow cytometry was performed using a FACSAria Cell Sorter (BD Biosciences, San Jose, CA, USA), and then, the acquired data were analyzed with FlowJo® vers. 7.6 software (Ashland, OR, USA).

### Microglial isolation and sorting

Primary microglia were isolated using a MojoSort™ mouse P2RY12 selection kit (Biolegend, San Diego, CA, USA) according to the manufacturer’s protocols. Briefly, brains were minced and filtered with a 70-μm cell strainer on ice and then centrifuged at 2000 rpm for 5 min. Myelin and cell debris were removed by using 30% Percoll gradient centrifugation. The cell concentration was adjusted to 1 × 10^7^ cells/ml. Subsequently, the cells were incubated with biotin-conjugated P2RY12 antibody (10 μl/10^6^ cells) on ice for 15 min and then incubated with streptavidin-conjugated nanobeads on ice for 15 min. After washing, the cell suspension was placed into a MojoSort™ magnetic separation system on ice for 5 min. Finally, the positive P2RY12-labeled cells on the tube wall were identified as microglia.

### Microarray analysis

Total RNA was extracted from primary microglia and BV2 cells and purified by using a NucleoSpin® RNA clean-up kit (Machery- Nagel, Germany). The concentration and purity of the RNA samples were measured with a Qubit fluorometer (Invitrogen), and the integrity was determined by agarose gel electrophoresis and a BioAnalyzer 2100 system (Agilent RNA 6000 Nano kit). After cRNA amplification, cDNA was synthesized and labeled with Cy5-dCTP (GE Healthcare). The labeled cDNA was hybridized to Mouse Gene Expression 8 × 60 k v2 microarrays (Agilent Technologies). The raw data were imported into GeneSpring software V13 (Agilent Technologies), and then, normalization for quality control was carried out. Cluster analysis was performed using Cluster 3.0 software with log2 transformation and hierarchical clustering by average linkage. The visual adjustment and graphic output of cluster diagrams were achieved using Java TreeView microarray visualization software (Stanford University School of Medicine, Stanford, CA, USA). The microarray data were deposited in the NCBI Gene Expression Omnibus (GEO) (GSE124874, GSE152769, and GSE152871) [18–20].

### Mouse inflammatory cytokine array

For determination of whether PGC-1α could alter the cytokine profiles of microglia after ischemic stroke, 40 inflammatory cytokines were quantified by using a RayBio protein array (AAM-INF-G1, RayBiotech, Norcross, GA, USA). Microglia were isolated from the PGC-1α^*f/f*^ and mPGC-1α mice at 24 h after stroke. Equal amounts of proteins extracted from microglia were added to the RayBio protein array following the manufacturer’s guidelines. The relative expression levels of various cytokines were quantified by densitometry, and the data were processed using HemI 1.0 software.

### Chromatin immunoprecipitation-sequencing (ChIP-Seq) assay

For identification of the targets of PGC-1α in microglia, microglia were isolated from the mPGC-1α mice at 24 h after tMCAO. After crosslinking with formaldehyde and DSG, cell nuclei were extracted. Then, chromatin was sheared by sonication and immunoprecipitated using a ChIP-grade anti-GFP antibody (Abcam, ab290). According to the TF Antibody Characterization Standards (May 2016), ab290 was characterized and met the standards set by the ENCODE Consortium. The separated DNA sample was used to perform ChIP-Seq assays. Briefly, DNA end-fragment end repair, addition of Klenow exo- with dATP, and adapter ligation were performed by using a Paired-End DNA Sample Prep kit (Illumina). After PCR amplification, the DNA was sequenced on an Illumina HiSeq 4000 system according to the HiSeq 3000/4000 SBS kit (300 cycles) protocol. The read depth was > 20 million per sample, which met the target-specific standard of 20 million usable fragments per replicate. Raw reads were aligned to the mouse genome (UCSC MM10) using BOWTIE software (V2.1.0) with default parameters. The mapped reads were used to identify peak regions using MACS V1.4.2 software (Model-based Analysis of ChIP-Seq). Finally, we analyzed the distribution of peak regions in the genome sequence and peak enrichment in repeat classification. Two samples were used for the sequence analysis. For the ChIP-Seq data analysis, the raw data were trimmed by Trimmomatic (version 0.36) software and then aligned with the mm10 genome by BOWTIE2 (version 2.3.4.1). Duplications were then removed from the alignment results by Picard (version 2.23.8). After alignment of the files basic statistics, the peak calling was processed by MACS2 (version 2.2.7.1) software against the input sample, with a *p* value < 0.001 [21]. The ENCODE blacklist of the mm10 genome (downloaded from https://www.encodeproject.org/annotations/ENCSR636HFF/) was blocked by BEDOPS software (version 2.4.39) with the -n1 parameter [22, 23]. Thus, peaks reappearing in two ChIP samples were obtained by idr (version 2.0.4.2). Sites yielding peaks across both replicates were used for the subsequent analysis. Peaks were annotated by HOMER (v 4.11.1) annotatePeaks.pl script. HOMER motif analysis was conducted by using HOMER’s (v 4.11.1) findMotifsGenome.pl and the fragment size was set as “given” and length was set as default. Then, the de novo motifs were compared to the JASPAR (2020) vertebrate nonredundant database by HOMER compareMotifs.pl [24]. To verify the ChIP-Seq data, we used the DNA obtained from ChIP for ChIP-qPCR. The primers are shown in Additional file 1: Table S1. The ChIP-Seq data were deposited in the NCBI GEO database (Accession # GSE165564) [25].

### Cell culture, lentiviral transfection, and treatment

BV2, a microglial cell line, was cultured with DMEM/F-12 (1:1, Thermo Fisher Scientific) containing 10% fetal bovine serum (FBS, Life Technologies, Vienna, Austria) and 1% penicillin/streptomycin (Life Technologies) in 5% CO_2_ at 37 °C. For overexpression of PGC-1α in BV2 cells, the target gene fragment was amplified with the following primers: 5′- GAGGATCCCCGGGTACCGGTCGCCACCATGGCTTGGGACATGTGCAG − 3′ (forward) and 5′- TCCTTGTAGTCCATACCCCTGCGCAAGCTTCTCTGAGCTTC − 3′ (reverse). Then the fragment was cloned into the lentiviral vector Ubi-MCS-3FLAG-SV40-EGFP-IRES-puromycin (Genechem Co., Ltd., Shanghai, China). After successful construction, lentiviruses containing the target fragment or negative control were transfected into BV2 cells. PGC-1α-overexpressing BV2 cells were selected with puromycin (2 μg/ml; Santa Cruz) after 72 h of transfection. To determine the influence of PGC-1α on inflammatory cytokines, we stimulated BV2 cells with 500 ng/ml LPS (Sigma Aldrich, St. Louis, MO, USA) for 6 h. NLRP3 was activated by LPS induction for 6 h followed by 2 mM ATP stimulation (InvivoGen, San Diego, CA, USA) for 3 h.

### Luciferase assay

BV2 cells were seeded in 24-well plates and cotransfected with ULK1 luc (1 μg), pcDNA3.1-PGC-1α plasmid (1 μg), and pcDNA3.1-ERRα plasmid (1 μg) using Lipofectamine 2000 and then treated with XCT790 (10 μM). The pGL3 plasmid (1 μg)-transfected group was used as a control. After 48 h of transfection, cells were harvested, and then, luciferase activities were determined using a Dual-Luciferase Reporter Assay kit (Promega, Germany) according to the manufacturer’s instructions.

### Oxygen and glucose deprivation (OGD) treatment

OGD was used to mimic ischemic conditions for microglia in vitro. Briefly, lentiviruses carrying the control, PGC-1α, PGC-1α-RNAi, or ULK1-RNAi were transfected into BV2 cells. These vectors were labeled with puromycin, but without a GFP tag. Then, the BV2 cells were incubated with puromycin to remove the untransfected cells. For evaluation of autophagy, Ad-mRFP-GFP-LC3 was transfected into BV2 cells. For assessment of mitophagy, BV2 cells were transfected with Ad-GFP-LC3 or COX8-EGFP-mCherry lentivirus. After successful transfection, the BV2 cells were incubated in a self-contained and sealed hypoxia incubator chamber (Cat. 27310; StemCell Technologies Inc) (5% CO_2_ and 95% N_2_) for 2 h in DMEM without serum and glucose. Then, the BV2 cells were cultured in normal medium at 37 °C for 24 h, followed by examination of fluorescence under a confocal microscope, and the number of puncta was calculated using ImageJ software.

### Transmission electron microscopy (TEM)

TEM was used to assess mitophagy. Briefly, BV2 cells were cultured and treated as described above. After OGD treatment, BV2 cells were fixed with 2.5% glutaraldehyde for 2 h at 37 °C and 1% osmium tetraoxide for 1 h. Thereafter, BV2 cells were subjected to gradient dehydration in ethanol and embedded in Spurr resin. Next, cells were cut into 70-nm ultrathin sections and collected on nickel grids, followed by staining with uranyl acetate and lead citrate. Finally, cells were photographed using a transmission electron microscope (JEM-1230, JEOL, Japan), and the images were analyzed with ImageJ software.

### Detection of ROS generation in vivo and in vitro

Dihydroethidium (DHE) (Sigma), a superoxide indicator, was used to detect in situ ROS production in the ischemic penumbra. DHE could react with superoxides and was then oxidized to the red fluorescent molecule ethidium. At 24 h after tMCAO, mice were injected with DHE (100 μl; 4 mg/ml) for 3 consecutive hours. Next, the brain sections were examined under a fluorescence microscope. The relative DHE fluorescence intensity was quantified using ImageJ software.

Intracellular ROS levels in BV2 cells were measured using a Reactive Oxygen Species Assay kit (Beyotime Institute of Biotechnology, Nanjing, China) according to the manufacturer’s guidelines. In brief, after OGD, we used a fluorimetric probe, 2′,7′-dichlorodihydrofluorescein-diacetate (DCFH-DA), to detect ROS. BV2 cells were incubated with DCFH-DA for 20 min in the dark and then oxidized to dichlorofluorescein. The mean fluorescence intensity was quantified by a fluorospectrophotometer.

### Determination of SOD activity and MDA levels

Brains were collected from the PGC-1α^*f/f*^ and mPGC-1α mice after tMCAO, and then were homogenized. The total protein concentration was measured by using a BCA protein assay kit. Subsequently, the SOD activity and MDA content were measured by using SOD and MDA assay kits (Nanjing Jiancheng Bioengineering Institute, Nanjing, China), respectively, according to the manufacturers’ instructions. All data were calculated and normalized to the total protein concentration in each sample.

### Seahorse assay

The oxygen consumption rate (OCR) of BV2 cells was determined by a Seahorse Bioscience XF^e^96 Extracellular Flux Analyzer using a XF Cell Mito Stress Test Kit (Seahorse Bioscience, USA) according to the manufacturer’s instructions, as we described previously [26]. After OGD treatment, BV2 cells were incubated in CO_2_-free incubator. Then the OCR and key parameters of metabolic function were recorded with successive stimulation with oligomycin (1 μM), FCCP (0.5 μM), and rotenone/antimycin A (1 μM). Finally, basal respiration, ATP production, maximal respiration, spare capacity, and proton leak were calculated.

### Isolation of primary neurons, microglia and astrocytes

Primary microglia, astrocytes, and neurons were isolated from 1-day-old neonatal PGC-1α^*f/f*^ and mPGC-1α mice. Briefly, the brains were gently removed, and then, the meninges, cerebellum, and brainstem were completely dissected away on ice. The remaining brain tissues were placed into Hank’s buffer and digested with trypsin and DNase. For the isolation of primary microglia and astrocytes, the cell suspension was filtered with a 40-μm cell strainer and then centrifuged. The pelleted cells were subsequently suspended in DMEM/F-12 and seeded into flasks precoated with poly-l-lysine. The medium was changed every 2 days, and the cells were cultured at 37 °C for 7 to 10 days. The microglia and astrocytes were separated from the mixed glial cell cultures by shaking the flasks at 37 °C for 4 h. Finally, the microglia were left floating in suspension while the astrocytes remained adherent to the flask. For the isolation of primary neurons, the resuspended cells were seeded in poly-l-lysine-pretreated 100 dishes containing high-glucose DMEM. After 4 h, the medium was changed to neurobasal medium (Thermo Fisher Scientific) containing 2% B27, 1% glutamine, 1% HEPES, and 1% penicillin/streptomycin. Half of the neurobasal medium was changed every 3 days, and the neurons were cultured for 7 to 10 days. The isolated microglia, astrocytes, and neurons were all treated with TAM (0.4 mg/ml) for 3 days. Then, these cells were collected to extract total RNA for detection of PGC-1α mRNA expression.

### Enzyme-linked immunosorbent assay (ELISA)

After LPS and ATP stimulation, BV2 cell supernatants were collected. Inflammatory cytokines, including IL-1β, IL-6, and TNF-α, were then measured by ELISA (Neobioscience, Shenzhen, China) according to the manufacturer’s instructions. All samples and standards were determined in duplicate.

### qRT-PCR

Total RNA was extracted from fresh brain, spleen, liver, kidney, heart, lung, or cultured cells by using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s guidelines. Then, cDNA was synthesized using TransScript First-Strand cDNA Synthesis Super Mix (TransGen Biotech, China). qPCR reactions were performed in triplicate with FastStart Universal SYBR Green Master Mix (Roche, Germany) on a CFX ConnectTM Real-Time PCR Detection System (Bio-Rad, USA). Relative gene expression was normalized to the housekeeping gene GAPDH and calculated using the 2^−ΔΔCt^ method. The primers used for amplification are shown in Additional file 1: Table S2.

### Western blots

Brain tissues and cultured cells were harvested and then lysed with RIPA buffer (Solarbio, China) containing cOmplete™ protease inhibitor cocktail (Roche). Proteins were electrophoretically separated on 10% SDS-PAGE gels and then transferred onto PVDF membranes (Millipore, USA). After blocking with 5% nonfat milk, the membranes were incubated with primary antibodies overnight at 4 °C. The primary antibodies included anti-PGC-1α (1:1000, Thermo Fisher), anti-LC3 (1:1000, Cell Signaling Technology), anti-ERRα (1:1000, Cell Signaling Technology), anti-ULK1 (1:1000, Cell Signaling Technology), anti-sequestosome1 (SQSTM1) (1:1000, Cell Signaling Technology), anti-TOMM20 (1:1000, Cell Signaling Technology), anti-COX IV (1:1000, Abcam), anti-IMMT (1:1000, Abcam), anti-NLRP3 (1:1000, AdipoGen), anti-ASC (1:200, Santa Cruz), and anti-IL-1β (1:800, AdipoGen). After washing, the specific blots were incubated with the species-appropriate secondary antibodies for 1 h at room temperature. Finally, the protein bands were viewed with a Gel Doc 2000 imaging system (Bio-Rad, USA) and then analyzed with the ImageJ software. In the quantitative analysis of Western blots, all the bands detected were within the linear range of detection.

### Statistical analysis

Data were analyzed using GraphPad Prism (GraphPad Software, Version 5.0, La Jolla, CA, USA) and shown as the median and interquartile range. The Mann-Whitney *U* test was used to compare the difference between two groups. One-way ANOVA (Kruskal-Wallis test) followed by an appropriate post hoc test was used to analyze the differences among multiple groups. The percentage of survival was evaluated using a log-rank (Mantel-Cox) test. *P* < 0.05 was considered statistically significant.

## Results

### PGC-1α expression fluctuates in a time-dependent manner after ischemic stroke

To date, the role of PGC-1α in microglia after AIS is still unclear. To address this challenge, we first evaluated the levels of PGC-1α in postmortem brain samples from ischemic stroke patients. We found that PGC-1α expression was altered at different time points after ischemic stroke. Analysis of the relative fluorescence intensity showed that the PGC-1α expression in microglia increased at day 1 after stroke onset compared to that of the controls with non-neurological disease, but decreased in the patients who died on days 3–10 after stroke onset (Fig. 1a). Correspondingly, the mRNA and protein levels of PGC-1α in the microglia from mice also peaked at day 1 but gradually declined at days 3–7 after tMCAO (Fig. 1b, c). In addition, immunofluorescence staining further verified these results, demonstrating that PGC-1α expression in microglia was altered in a time-dependent manner in the tMCAO model (Fig. 1d, e). Furthermore, the levels of PGC-1α in the neurons and astrocytes of humans and mice with AIS were determined, and we found that PGC-1α expression was downregulated in both neurons and astrocytes at day 1 after AIS (Additional file 2: Fig. S1). Taken together, our findings indicate that PGC-1α in microglia may participate in the pathophysiology of AIS.

**Fig. 1:**
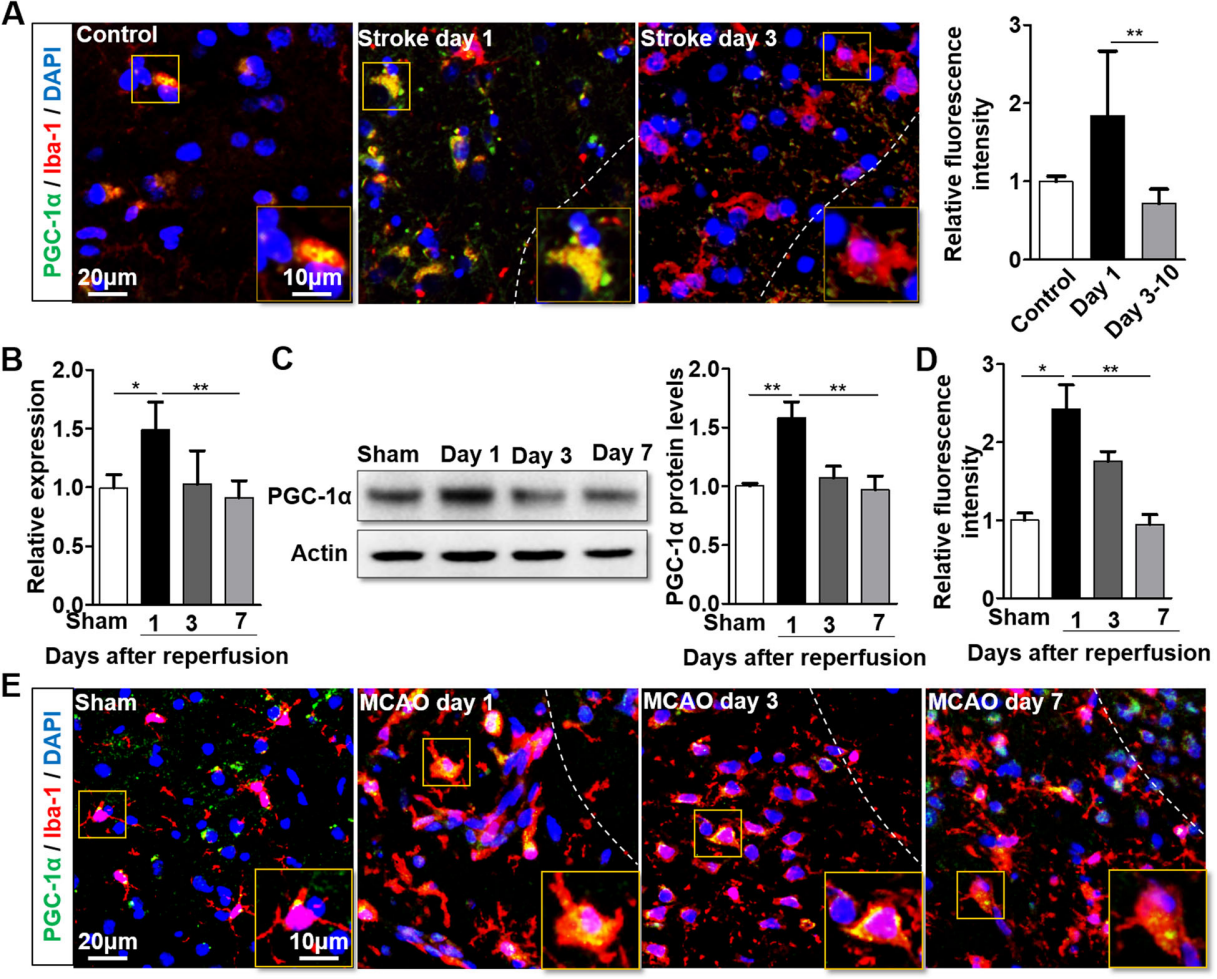
PGC-1α expression fluctuates in a time-dependent manner after ischemic stroke **a** Representative images showing the PGC-1α levels in microglia from ischemic stroke patients (left panel). Quantification of PGC-1α expression by ImageJ software (right panel). *n* = 4 per group. Determination of PGC-1α mRNA (**b**) and protein expression (**c**) in isolated microglia from mice after tMCAO. **d**, **e** Representative images and quantification of relative fluorescence intensity showing microglial PGC-1α expression in ischemic stroke mice. **a, e** The dashed line divides the infarction core and penumbra regions. *p < 0.05, **p < 0.01; **b–e** *n* = 6 per group

### Inducible microglia-specific overexpression of PGC-1α via the Cre-loxP system

To further determine the role of PGC-1α in microglia, we conditionally overexpressed PGC-1α in microglia through genetic manipulation. To achieve this, we crossed PGC-1α^*f/f*^ mice, which harbor the *Pgc-1α* gene linked to a fluorescent tag (IRES-eGFP), and Cx3cr1-Cre/ER mice to produce a hybrid capable of specifically overexpressing PGC-1ɑ in microglia in a TAM-induced manner. The gene targeting strategy for generating PGC-1α^*f/f*^ Cx3cr1-Cre/ER (mPGC-1α) mice is shown in Additional file 2: Fig. S2a. The hybrid mice were used for tMCAO experiments 30 days after TAM induction, which ensures the specific overexpression of PGC-1α in microglia rather than macrophages [27]. To optimize the TAM dosage regimen and choose the most effective drug delivery route (gavage vs. intraperitoneal [i.p.]), we first evaluated the safe dosage of each means of delivery by monitoring the weight of the mice from different groups (Additional file 2: Fig. S2b). Further immunostaining showed that PGC-1α expression increased with increasing TAM dosage and was at a relatively steady state when given with TAM (75 mg/kg, i.p.) for 5 consecutive days (Additional file 2: Fig. S2c). Thus, 75 mg/kg TAM was selected for the subsequent experiments. Moreover, PGC-1α expression in the mPGC-1α mice was approximately twofold higher than that in the PGC-1α^*f/f*^ mice (Additional file 2: Fig. S2d).

Next, immunofluorescence staining of eGFP with Iba-1, GFAP, and NeuN demonstrated that PGC-1α was specifically overexpressed in microglia from the mPGC-1α mice (Additional file 2: Fig. S3a). qRT-PCR analysis also confirmed that PGC-1α mRNA expression increased approximately 2-fold in microglia (Additional file 2: Fig. S3b). Moreover, there were no significant differences in PGC-1α mRNA expression in the spleen, liver, kidney, heart, and lung tissues from the mPGC-1α mice compared to the PGC-1α^*f/f*^ controls (Additional file 2: Fig. S3c). Together, these results indicate that microglia from the mPGC-1α mice specifically overexpress PGC-1α. This conclusion bolstered our confidence to determine the role of microglial PGC-1α in the pathophysiology after AIS.

### Microglial PGC-1α protects against ischemia-induced brain damage in mice

For determination of the impact of microglial PGC-1α overexpression on ischemic brain injury, the mPGC-1α transgenic mice and the littermate controls of PGC-1α^*f/f*^ mice underwent the tMCAO procedure after TAM treatment. A variety of neurobehavioral tests were subsequently performed at days 1, 3, and 7 after tMCAO (Fig. 2a). To exclude the variations in vascular obstruction between these two groups of mice during tMCAO operation, we measured rCBF using laser speckle flowmetry and verified that no significant differences were observed in rCBF at baseline, during ischemia, or reperfusion (Additional file 2: Fig. S4). Interestingly, the mPGC-1α mice had a significantly lower mortality rate than the littermate controls after tMCAO (Fig. 2b). The neurological scores were all significantly decreased in the mPGC-1α mice compared to the PGC-1α^*f/f*^ mice (Fig. 2c–e). Moreover, the accelerated rotarod test revealed that the mPGC-1α mice had better motor and sensory functions and better balance skills than the PGC-1α^*f/f*^ mice (Fig. 2f). TTC staining of brain sections revealed that infarct volume decreased in the mPGC-1α mice compared to the PGC-1α^*f/f*^ mice (Fig. 2g). We assessed mice with microglia-specific PGC-1α knockout by CRISPR-Cas9 editing after AIS. The neurological behavior evaluation performed 3 days after stroke on these mice revealed that microglial PGC-1α knockout exacerbated the severity of stroke in the acute stage (Additional file 2: Fig. S5). Furthermore, we found that the mPGC-1α mice exhibited better clinical scores at day 14 after tMCAO than the PGC-1α^*f/f*^ mice (Additional file 2: Fig. S6), which suggested the potential neuroprotective impact of microglial PGC-1α on neural recovery in ischemic brain injury. Moreover, the mPGC-1α mice exhibited fewer neuronal apoptotic events than the PGC-1α^*f/f*^ mice (Fig. 2h). To uncover the effect of PGC-1α on the interaction between microglia and neurons, we conducted a Transwell experiment. Primary microglia and neurons were isolated from 1-day-old neonatal PGC-1α^*f/f*^ and mPGC-1α mice. After inflammatory stimulation, we found that the neurons cocultured with microglia from the mPGC-1α mice showed substantially reduced neuronal apoptosis under inflammatory conditions in Transwell chambers, and these neurons had normal-looking axons and dendrites, suggesting that PGC-1α overexpression in microglia affects the interaction with neurons and protects neurons against inflammatory insults (Additional file 2: Fig. S7). These data collectively suggest that microglia-specific PGC-1α overexpression plays a key role in limiting ischemia-induced brain damage.

**Fig. 2:**
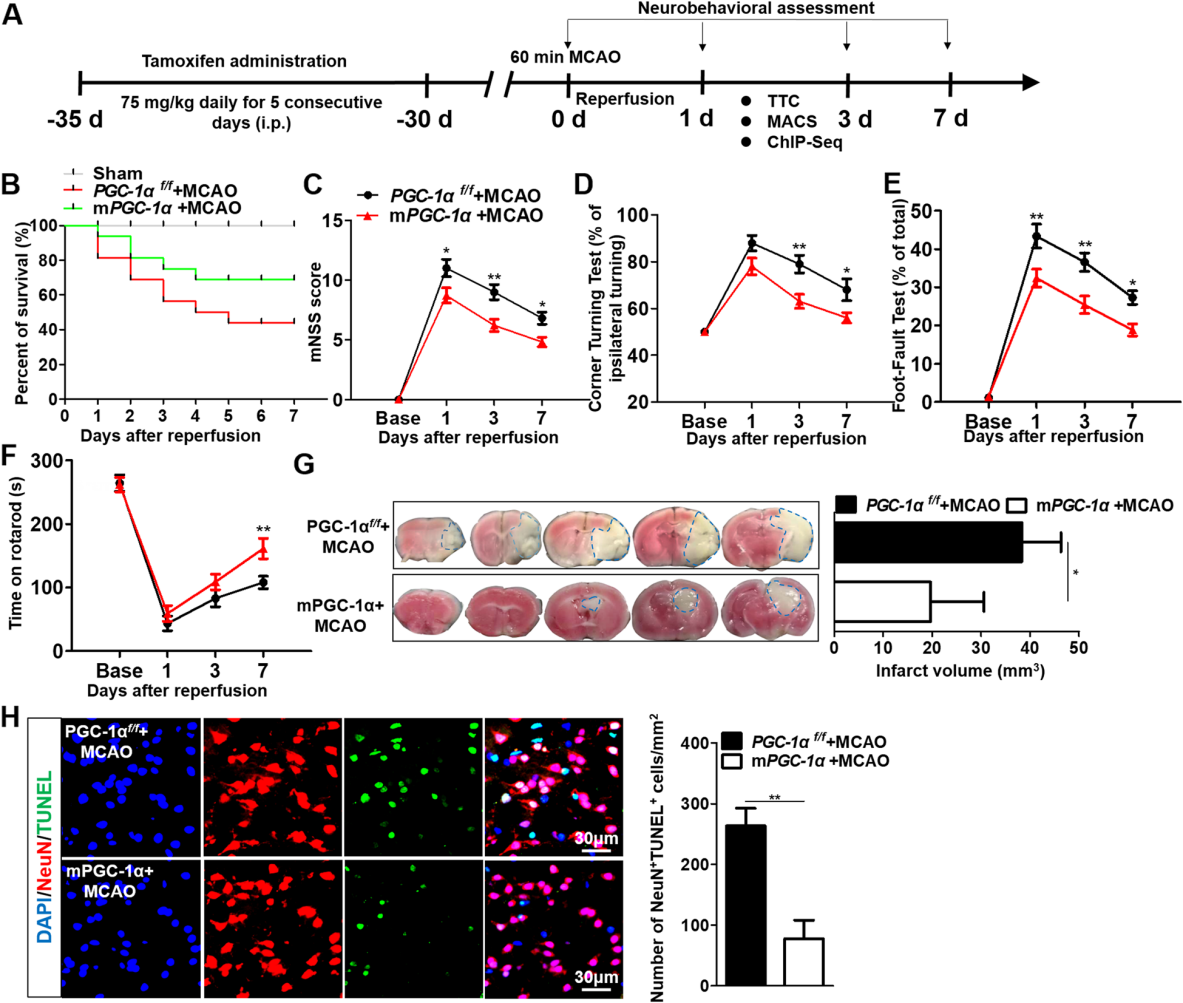
Microglial PGC-1α protects against ischemia-induced brain damage in mice. **a** The schematic of experimental protocols. **b** The percent survival of PGC-1α^*f/f*^ and mPGC-1α mice after tMCAO. *n* = 16 per group. The mNSS score (**c**), corner-turning test (**d**), foot-fault test (**e**), and time on rotarod (**f**) were used to evaluate the neurological functions of motor, sensory, and balance between the PGC-1α^*f/f*^ and mPGC-1α mice. *n* = 10 per group. **g** Infarct size was defined by TTC staining (left panel) and quantified using Image-Pro-Plus 6.0 software (right panel). *n* = 7 per group. **h** Analysis of neuronal apoptosis in the PGC-1α^*f/f*^ and mPGC-1α mice using TUNEL staining (left panel). Quantification of TUNEL/NeuN double-positive cells using ImageJ software (right panel). *p < 0.05, **p < 0.01; *n* = 6 per group

### PGC-1α enhances microglial ramification and alters gene expression profiles

To investigate the underlying mechanism of PGC-1α-mediated neuroprotection after stroke, we first determined whether PGC-1α overexpression could innately alter microglial function. We assessed the morphology of Iba-1^+^ microglia from the cortex of the PGC-1α^*f/f*^ and mPGC-1α mice using confocal microscopy, and then, the images were reconstructed in three dimensions by Imaris software. Interestingly, the morphology of microglial ramifications was significantly different between these two groups of mice in the resting state. The processes of microglia from the mPGC-1α mice were more ramified than those from the PGC-1α^*f/f*^ mice (Fig. 3a). Moreover, the altered morphology was verified by increased bud-like extensions, number of segments, branch points, and terminal points in the mPGC-1α mice (Fig. 3b). Thus, PGC-1α was proven to efficiently increase the ramified processes of microglia, which potentially enhances their surveillance function and makes them more rapidly sense and respond to ischemic insults [4]. We further assessed the morphology of Iba-1^+^ microglia in the penumbra of the PGC-1α^*f/f*^ and mPGC-1α mice after AIS. As shown in Additional file 2: Fig. S8, we found that there were more branches in microglia from the mPGC-1α mice than in those from the PGC-1α^*f/f*^ mice. However, the soma of microglia from the PGC-1α^*f/f*^ mice was larger than that from the mPGC-1α mice. These data indicated that PGC-1α decreases the activation degree of microglia under ischemic stimulus. To uncover the functional mechanism of PGC-1α, we also performed microarray analysis using sorted microglia from the PGC-1α^*f/f*^ and mPGC-1α mice. Specifically, a total of 260 genes were upregulated and 232 genes were downregulated in microglia of the mPGC-1α mice compared to the PGC-1α^*f/f*^ mice (Fig. 3c), indicating that PGC-1α alters the gene expression profiles of microglia. Subsequently, Gene Ontology (GO) analysis was conducted on these differentially expressed genes. Several biological processes, such as response to external stimulus, response to stress, immune system process, apoptotic process, defense response, and anatomical structure formation involved in morphogenesis, were identified (Fig. 3d). We also performed microarray analysis using sorted microglia from the PGC-1α^*f/f*^ and mPGC-1α mice after AIS. The data revealed that PGC-1α altered metabolism- and morphogenesis-related genes after AIS (Additional file 2: Fig. S9). Taken together, these data suggest that PGC-1α inherently regulates microglial function and allows cells to respond more efficiently after ischemic stroke.

**Fig. 3:**
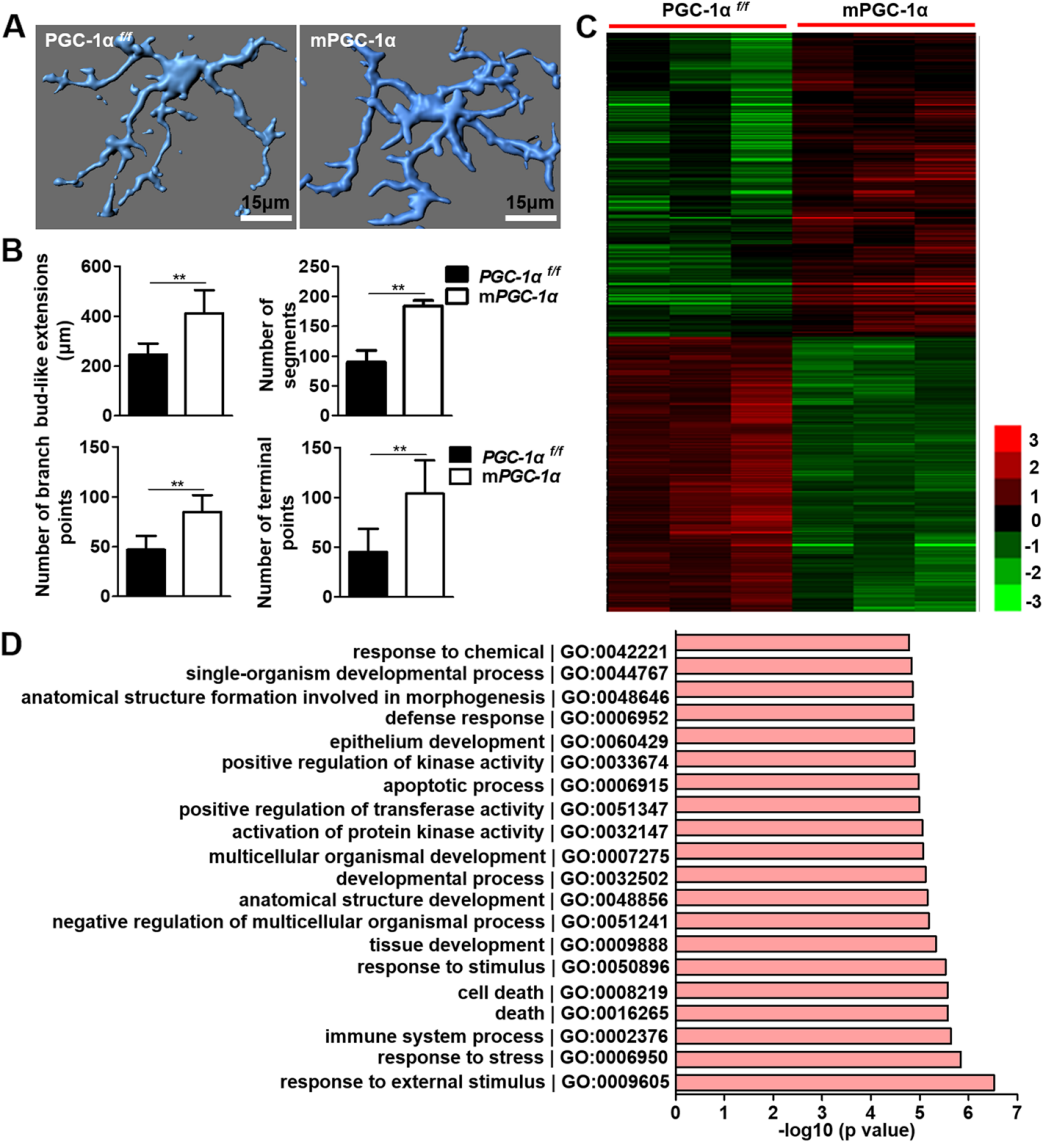
PGC-1α enhances microglial ramification and alters gene expression profiles. **a** Representative images of Imaris-based three-dimensional reconstruction of Iba-1^+^ microglia from PGC-1α^*f/f*^ and mPGC-1α mice. **b** Morphological features, including dendrite length, number of segments, branch points, and terminal points were quantified using Imaris. **c** A total of 260 upregulated and 232 downregulated genes were identified using microarray analysis of microglia. **d** GO analysis showed the top 20 enriched biological processes. **p < 0.01; **a, b** *n* = 5 per group, **c, d** *n* = 3 per group

### PGC-1α attenuates neuroinflammation by suppressing NLRP3 hyperactivation

To determine the effects of PGC-1α on inflammatory reactions in the CNS, we first employed protein array analysis to quantify 40 cytokines/chemokines in microglia. Many proinflammatory cytokines, such as CCL5, IL-6, IL-17, and TNF-α, were decreased in microglia from the mPGC-1α mice compared to those from the PGC-1α^*f/f*^ mice. In addition, IL-1β was obviously decreased in the mPGC-1α mice (Fig. 4a). To confirm these results, we conducted FACS analysis to measure the levels of IL-1β, IL-6, and TNF-α. As expected, the levels of IL-1β, IL-6, and TNF-α all decreased in microglia from the mPGC-1α mice (Fig. 4b, c). Previous studies have suggested that the NLRP3 inflammasome plays a crucial role in amplifying the inflammatory response [28]. FACS analysis indicated that NLRP3 activation was also inhibited in microglia from the mPGC-1α mice (Fig. 4d, e). To confirm the results obtained from in vivo experiments, we examined the levels of IL-1β, IL-6, and TNF-α in the PGC-1α-overexpressing BV2 cells and found they were decreased (Fig. 4f, g), along with reduced NLRP3, ASC, and pro-IL-1β expression (Fig. 4h). In addition, the gene expression profiles were assessed in BV2 cells and PGC-1α-overexpressing BV2 cells after LPS stimulation, and the results indicated that PGC-1α altered the metabolism and inflammation-related genes in BV2 cells (Additional file 2: Fig. S10). Furthermore, the effects of PGC-1α on inflammatory cytokine production and inflammasome activation in BV2 cells were evaluated both in the absence and presence of LPS insult. 

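The gene expression profiles came from 6 microarrays, 3 of control BV2 cells and 3 of BV2 cells labelled as PGC-1α-overexpressing, all after LPS, with 1 RNA sample on each array. BV2 is an immortalized mouse microglial line, and LPS (lipopolysaccharide) is a component of bacterial membranes that triggers an inflammatory response in it. In the paper's cell culture methods, BV2 cells received 500 ng/ml LPS for 6 h; those methods do not name the arrays. Overexpression was obtained with a lentivirus carrying the PGC-1α coding sequence, followed by puromycin selection. The RNA was amplified, labelled and hybridized to Agilent mouse gene expression arrays. The sample labels give the dye as Cy3 and the methods give it as Cy5, while the scanner files hold the green channel only. The arrays lay on 2 slides, with 2 control and 2 overexpression arrays on slide 1 and 1 of each on slide 2. Each array held 59305 spots other than controls. Between 41122 and 44966 of them (median 44508) were well above background on the control arrays, and between 41405 and 45165 (median 42815) on the overexpression arrays. The 75th percentile of the intensity was 1617, 1627 and 1893 on the control arrays and 1157, 856 and 1268 on the overexpression arrays, so every overexpression array was dimmer than every control array. The number of arrays limits the precision.
The authors' scanner software had subtracted the background within each array, and the paper describes normalization in GeneSpring without naming the procedure or a threshold. The authors also deposited normalized log2 values for part of the probes, which served as an alternative. In the values reported here, the log2 intensity was taken relative to the 75th percentile of its own array, spots marked as outliers were left out, and each gene was represented by its brightest tested probe. A probe was tested where it was well above background on all 3 arrays of at least 1 group, which left 17062 genes. The groups were compared with limma and Benjamini-Hochberg adjustment, and log2 fold changes are overexpression minus control. With 3 arrays against 3, the smallest two-sided exact permutation p is 0.1. The median log2 fold change of all genes was 0.23 under this scaling and 0.03 after quantile normalization, so the scaling shifts genes as a whole, and the values of gene lists are given relative to that median.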

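Ppargc1a, which encodes PGC-1α, was measured by 2 probes, both close to background. Neither probe met the filter, so the gene is not among those tested, and its values are given separately. The first probe was well above background on 2 of 3 arrays in each group. Its log2 intensities before scaling were 4.45, 4.29 and 3.18 on the control arrays and 4.48, 4.47 and 4.41 on the overexpression arrays. After scaling it was -6.76 ± 0.82 (SD, n = 3) and -5.62 ± 0.32 (SD, n = 3), a log2 fold change of 1.14 (standard error 0.37, adjusted p = 0.031 from limma; exact permutation test, two-sided p = 0.1). Quantile normalization brought this to 0.83 (adjusted p = 0.066 from limma). Across all alternatives the adjusted p ranged from 0.0019 to 0.19. The log2 fold change was 0.67 without control replicate 3, and the probe did not pass without overexpression replicate 1 (1.18) or 2 (0.97). The second probe was well above background on 2 control arrays and 1 overexpression array and changed by 0.26 (standard error 0.27, adjusted p = 0.43 from limma). Where the probes lie in the transcript is not known here. The targeted gene therefore gives no firm check of the labels, and every direction refers to the arrays labelled PGC-1α overexpression.
Of the 17062 genes tested, 9633 passed an adjusted p of 0.05 in limma, 6290 higher and 3343 lower on those arrays, so that 65.3% of them were higher. The split depended on the scaling, and after quantile normalization 7261 genes passed, 3702 higher and 3559 lower. Of the 9633 genes, 6880 passed under both scalings in the same direction and none passed in opposite directions. In 10681 of the 16296 genes with values on every array, all 3 arrays of either group lay above the 3 of the other, a pattern that chance gives in 10% of genes. With a log2 fold change of at least 1 in addition, 2430 genes passed, 1146 higher and 1284 lower. After quantile normalization 2119 genes passed both thresholds, 670 higher and 1449 lower.
Among inflammation-related genes, the signal of Tnf (NM_013693) was 2.76 ± 0.27 (SD, n = 3) on the control arrays and 1.00 ± 0.20 (SD, n = 3) on the overexpression arrays, a log2 fold change of -1.75 (standard error 0.17, adjusted p = 2.7e-04 from limma). Ccl2 (NM_011333) fell by 2.61 (standard error 0.12, adjusted p = 2.1e-05 from limma) and the log2 fold change of Nlrp3 (NM_145827) was -1.65, and Il10 fell by 2.27 with 2 of its 3 overexpression arrays well above background, and was -0.50 and -0.90 with normexp background correction and the 75th percentile or quantile normalization. Nos2 (NM_010927) rose by 1.11 (standard error 0.15, adjusted p = 9.4e-04 from limma) and Ccl5 by 1.09. In each of these 6 genes the 3 arrays of a group did not overlap those of the other (exact permutation test, two-sided p = 0.1), and each passed the threshold after quantile normalization too. Il1b fell by 0.35 (adjusted p = 0.041 from limma), its 2 probes giving -0.35 and -1.43. It was 0.00 with another background correction and no longer passed in 8 other alternatives (adjusted p from 0.0015 to 0.99), among them leaving out control replicate 1 (-0.34) or 2 (-0.30) or any of the overexpression arrays (-0.34, -0.33 and -0.40). Il6 changed by -0.26, within the spread of the replicates (adjusted p = 0.48 from limma); its 2 probes gave -0.26 and -1.14 and their mean -0.70 (adjusted p = 0.097), and the sign turned under 2 alternatives (0.19 and 0.12).

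**Figure D1:**
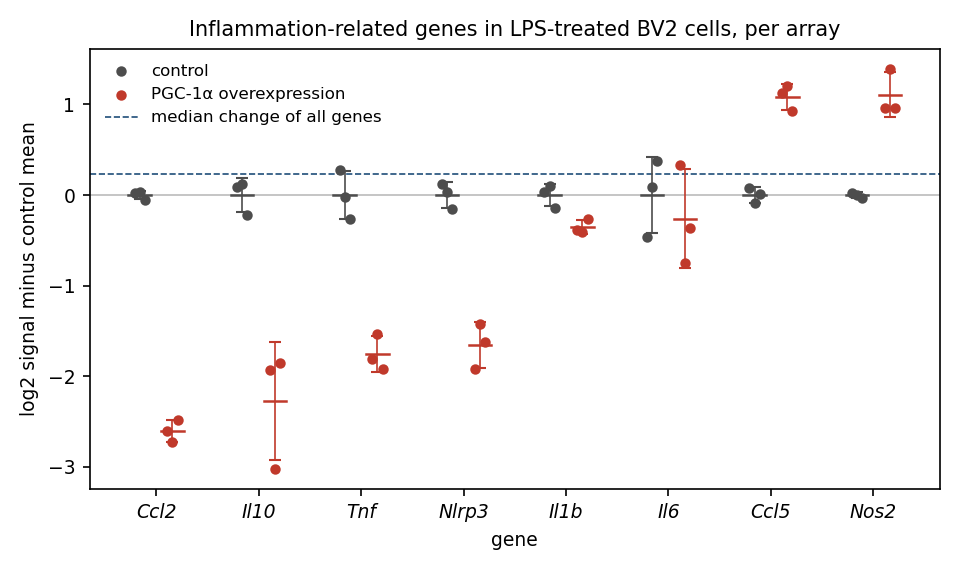
Log2 signal of 8 inflammation-related genes on each array, minus the mean of the 3 control arrays of the same gene. Points are arrays (3 control, 3 labelled PGC-1α overexpression), horizontal bars are means and error bars are SDs; the dashed line is the median log2 fold change of all genes, 0.23. Ccl2, Il10, Tnf and Nlrp3 lie lower on the overexpression arrays and Ccl5 and Nos2 higher, without overlap, whereas the 2 groups overlap for Il6.

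A list of LPS-induced inflammatory genes held 38 tested genes, of which 24 passed the threshold over all genes and 25 adjusted over the list alone. Of the 24 genes, 15 were lower and 9 higher, and the median of the list relative to all genes was -0.28. In limma's camera test with a preset correlation between genes, the list was lower with an adjusted p of 0.030 over 15 lists, and with 0.0099 to 0.088 over the alternatives; without overexpression replicate 2 it did not pass (adjusted p = 0.077). The call held under the fry test (adjusted p = 0.0016, and 0.0055 after quantile normalization) and was lost with an estimated correlation (adjusted p = 0.67). For metabolism, 453 of the 1220 tested genes of the Reactome set Metabolism were higher and 185 lower. The median of this set relative to all genes was 0.03 (camera adjusted p = 0.77), and -0.05 after quantile normalization. Of these profiles, the paper states that PGC-1α altered metabolism and inflammation-related genes in BV2 cells.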

We found that there was no significant difference in inflammatory cytokine production and inflammasome activation between BV2 cells and PGC-1α-overexpressing BV2 cells without LPS stimulation. However, the inflammatory responses were reduced in the PGC-1α-overexpressing BV2 cells compared with the BV2 cells after LPS stimulation (Additional file 2: Fig. S11). These data indicated that PGC-1α could inhibit NLRP3 activation and subsequently reduce the production of proinflammatory cytokines.

**Fig. 4:**
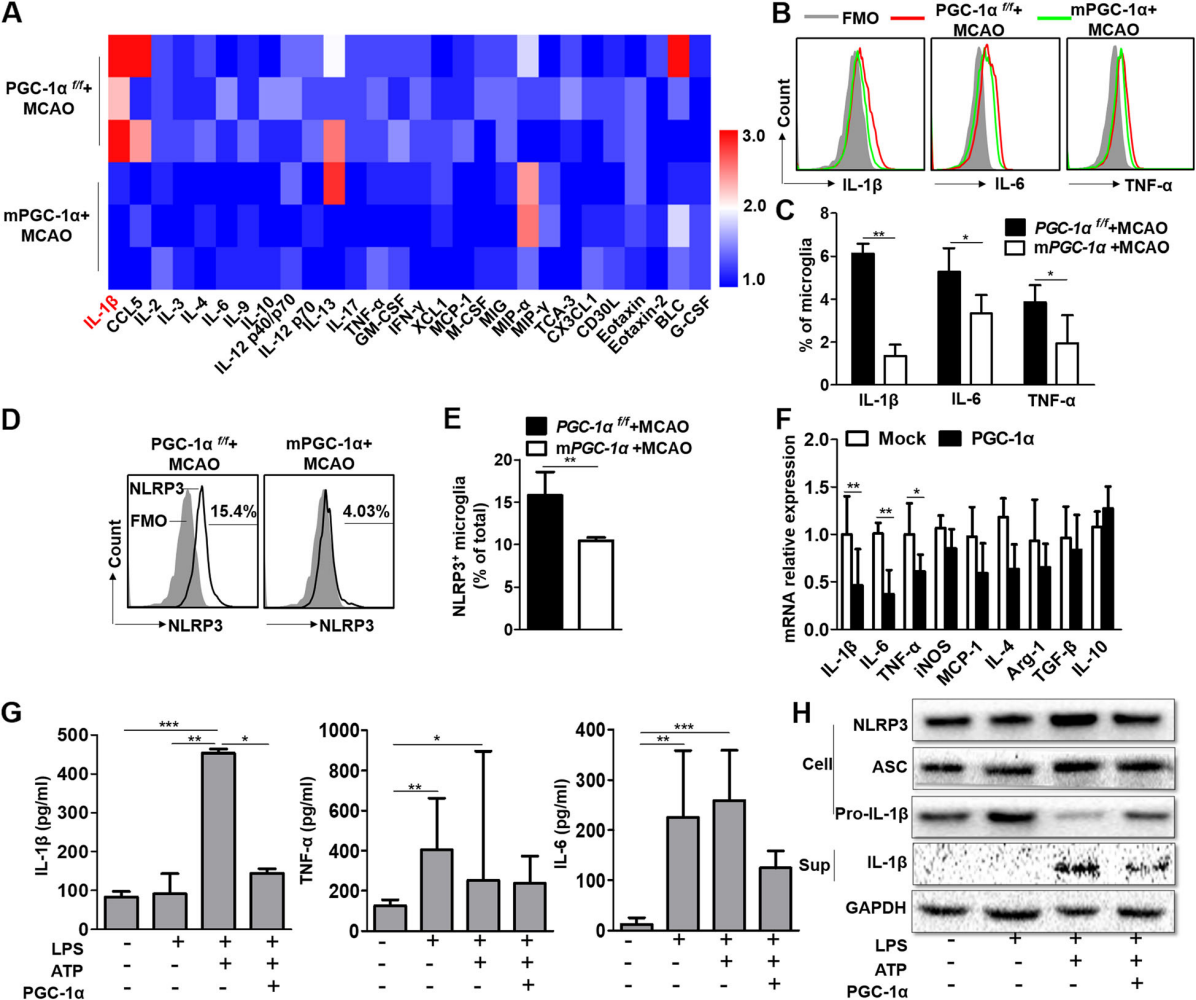
PGC-1α attenuates neuroinflammation by suppressing NLRP3 hyperactivation. **a** Expression of various cytokines/chemokines in microglia by protein array analysis. **b** FACS analysis of IL-1β, IL-6, and TNF-α levels in microglia from the two types of mice after tMCAO. **c** Quantification of IL-1β, IL-6, and TNF-α levels based on FACS analysis. **d** FACS analysis of NLRP3 expression in microglia from the PGC-1α^*f/f*^ and mPGC-1α mice at 24 h after tMCAO. **e** Quantification of NLRP3 expression based on FACS. **f** The mRNA expression of inflammatory cytokines was detected in BV2 cells after LPS stimulation for 6 h. **g** Quantification of IL-1β, IL-6, and TNF-α levels by ELISA. **h** Western blot analysis of NLRP3, ASC, and pro-IL-1β in cellular lysates and IL-1β in supernatant. *p < 0.05, **p < 0.01, ***p < 0.001; **a** *n* = 3 per group, **b–e** *n* = 6 per group, **f–h** *n* = 5–10 per group

### Identification of genome-wide transcriptional targets of PGC-1α

To further clarify the underlying mechanism of the PGC-1α-mediated modulation of microglial function under ischemic stimuli, we performed ChIP-Seq analysis of two samples. As shown in Fig. 5a, b, the results showed the density distribution of the PGC-1α ChIP-Seq peaks. DeepTools (version 3.4.3) was used for the heatmap plotting. Since there were differences between the aligned base counts from the two samples, the bamCoverage step was normalized in the “RPKM” model. Then, we plotted the heatmap with these normalized data. Next, the overlapping peaks were calculated. After filtering, 204 overlapping peaks were determined and analyzed between the two PGC-1a replicates (Fig. 5c), including 40.7% in intergenic regions, 8.8% in exon regions, 27.0% in intron regions, and 18.1% in promoter regions (Fig. 5d). HOMER motif analysis was conducted to identify the regulatory elements. The known motifs of BORIS, CTCF, and Jun-AP1 were found from our analysis. BORIS, widely studied in tumorigenesis, could function as an immunotherapeutic target to inhibit tumor growth [29]. A previous study also indicated that CTCF deficiency was related to increased inflammatory status [30]. Jun-AP1 was reported to mediate the regulation of the immune response [31]. These studies suggested that PGC-1α might regulate physiological processes by interacting with these transcription factors. The de novo motifs of ERRα, ZEB1, and IRF6 were significantly achieved and selected from the analysis. *P* values for the enrichment score were calculated using a binomial test (Fig. 5e). To further identify whether these motifs bind to PGC-1α directly, we searched these motifs with PGC-1α in the STRING database (https://string-db.org/) by Cytoscape (version 3.7.2). As shown in Additional file 2: Fig. S12, ESRRA/MA0592.3/JASPAR (ERRα) was shown to be directly related to PGC-1α, as well as Ppara, Pparg, Esrrg, and Sirt1, which has been reported previously [32–34]. ZEB1 was shown to be indirectly related to PGC-1α through Sirt1 [35]. ZEB1 was reported to function as a transcription factor associated with microglial regulation in ischemic stroke [15]. As shown, IRF6 might be indirectly related to PGC-1α by acting with Pparg. These findings efficiently determined the interactions and functional binding between PGC-1α and the corresponding targeted genes. GO analysis revealed that most of the enriched biological processes were associated with metabolic processes (Fig. 5f). Most importantly, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis for these genes showed that the mitophagy signaling pathway was highly enriched (Fig. 5g), supporting the hypothesis that mitophagy might participate in PGC-1α-mediated microglial modulation after ischemic stroke. Altogether, these results showed that microglial PGC-1α probably participates in the immune modulation of stroke by regulating mitophagy.

**Fig. 5:**
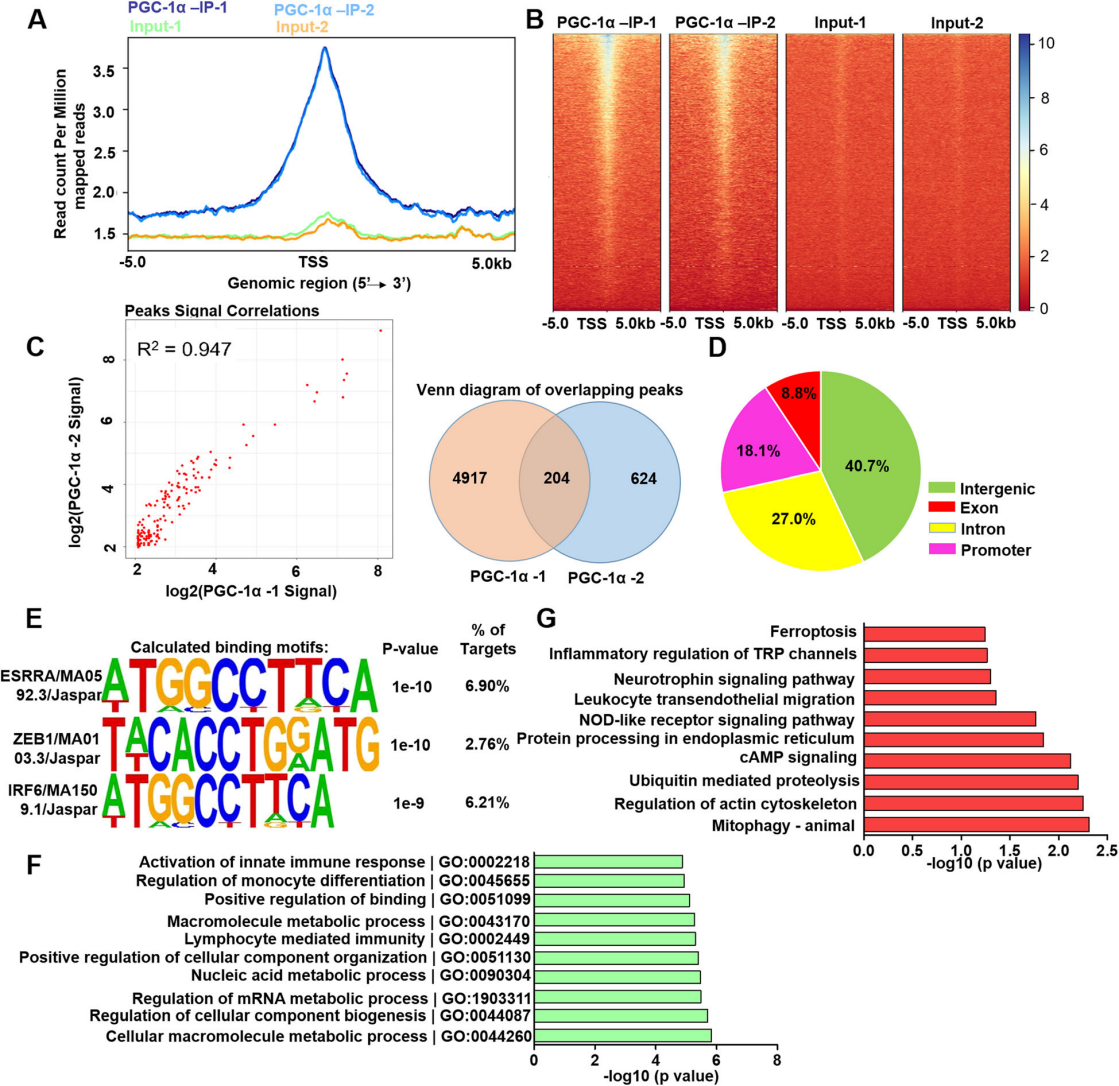
Identification of genome-wide transcriptional targets of PGC-1α. **a** Density distribution of PGC-1α ChIP-Seq peaks. **b** Heat maps of PGC-1α ChIP-Seq and input signals. **c** The intersections between two samples were calculated. Left: A scatterplot visualizing the relationship between the two samples. Right: A Venn diagram displaying the number of overlapping and nonoverlapping peaks between the two samples. **d** Genomic distribution of the transcriptional targets of PGC-1α. **e** De novo motif enrichments identified using HOMER at the overlapping peaks. The top three identified motifs are shown. **f** GO analysis showed the top 10 enriched biological processes. **g** KEGG pathway analysis for the genes that had PGC-1α-binding peaks in their promoter regions (− 2 to 2 kb around TSS)

### PGC-1α promotes autophagic and mitophagic activity in microglia

The autophagic clearance of damaged mitochondria following ischemic stress is important in maintaining mitochondrial homeostasis, thus alleviating neuroinflammation. Autophagic activity under PGC-1α modulation was investigated. The expression of microtubule-associated protein 1 light chain 3 (MAP1LC3), a marker for autophagosome formation, was detected by Western blot and was found to be upregulated in BV2 cells overexpressing PGC-1α (Fig. 6a). Furthermore, the effect of PGC-1α on the autophagic flux of microglia was evaluated. BV2 cells were treated with or without bafilomycin A1 (BAF), a lysosomal inhibitor, to monitor the autophagic flux. We found that the expression of LC3-II was enhanced by PGC-1α induction, and the expression was increased after treatment with BAF (Fig. 6b). Moreover, the expression of SQSTM1, an autophagic biomarker for LC3-II binding, was significantly decreased in the PGC-1α-overexpressing BV2 cells. Additionally, BAF treatment promoted the accumulation of SQSTM1 (Fig. 6b), thus indicating that PGC-1α promoted autophagic flux. Additionally, the dynamic changes in autophagy were further monitored in the BV2 cells transfected with tandem fluorescent-tagged LC3 (Ad-mRFP-GFP-LC3). The dual-color fluorescent probe helped discriminate between autophagosomes (colocalization of GFP with RFP fluorescence, yellow puncta) and autolysosomes (RFP-only signal without GFP, red-only puncta). After OGD treatment, we found that the number of autophagosomes and autolysosomes was increased in the PGC-1α-overexpressing group. The autophagic flux rate was also increased in the PGC-1α-overexpressing cells (Fig. 6c–e). Taken together, these data support the hypothesis that PGC-1α promotes autophagy under ischemic hypoxic stimulus.

**Fig. 6:**
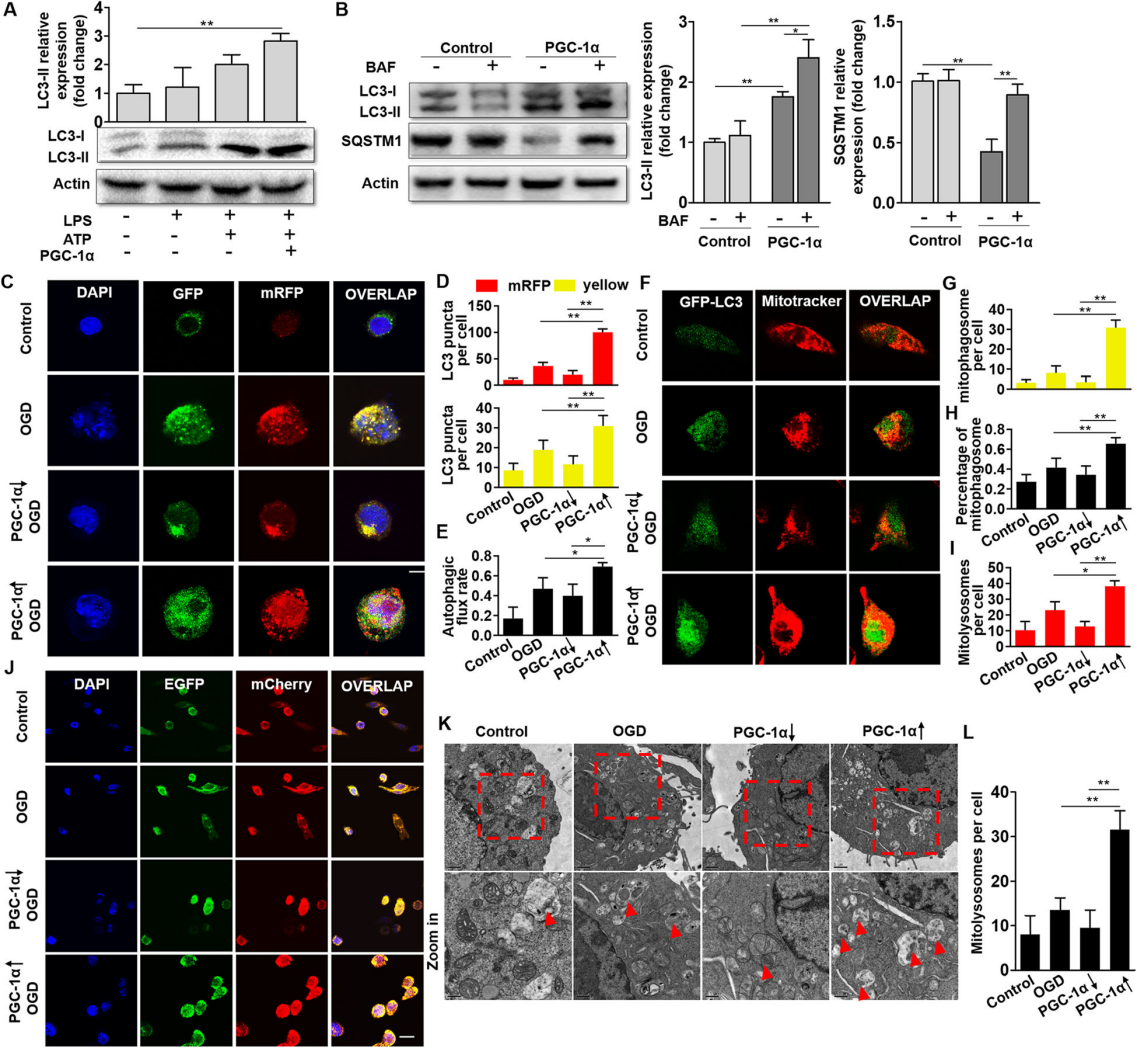
PGC-1α promotes autophagic and mitophagic activity in microglia. **a** Western blot analysis and quantification of the expression of the autophagy-related protein LC3 in LPS-primed BV2 cells after ATP stimulation for 3 h. **b** Assessment of autophagic flux in the presence or absence of the lysosomal inhibitor BAF (50 nM) and determination of LC3-II and SQSTM1 levels. **c** Representative images of mRFP-GFP-LC3 staining showing the autophagosome (yellow) and autolysosome (red-only) formation in the BV2 cells, with or without PGC-1α overexpression after OGD treatment. Bar: 10 μm. **d** Quantification of the number of yellow and red LC3 puncta. **e** Assessment of the autophagic flux rate. **f** Representative images of LC3-MitoTracker colocalization showing mitophagic events in the BV2 cells with or without PGC-1α overexpression after OGD treatment. Bar: 10 μm. **g** Quantification of the number of LC3-MitoTracker colocalized puncta. **h** Quantification of the percentage of LC3-MitoTracker colocalized puncta. **i** Quantification of the number of mitolysosomes. **j** Representative images of the formation of mitolysosomes in the BV2 cells with or without PGC-1α overexpression after OGD treatment. Bar: 20 μm. **k** Representative TEM images of mitolysosomes (red triangle) in the BV2 cells with or without PGC-1α overexpression after OGD treatment. Bar: 1 μm (upper panels), 0.5 μm (lower panels). **l** Quantification of the number of mitolysosomes. *p < 0.05, **p < 0.01; *n* = 6 per group

To further investigate the essential role of autophagic clearance of damaged mitochondria underlying PGC-1α’s neuroprotective effect, we monitored mitophagic activity. First, activation of mitophagy was observed in BV2 cells overexpressing PGC-1α. BV2 cells were infected with Ad-GFP-LC3 and incubated with MitoTracker Red CMXRos to label autophagosomes and mitochondria. We measured the colocalization of mitochondria (MitoTracker Red) with autophagosomes (GFP) by fluorescence microscopy, indicating the formation of mitophagosomes (MitoTracker^+^/GFP^+^ yellow puncta) (Fig. 6f). The number of mitophagosomes was increased after OGD treatment, and PGC-1α overexpression enhanced the formation of mitophagosomes. However, the downregulation of PGC-1α expression using RNAi dampened the formation of mitophagosomes (Fig. 6g). More specifically, the percentage of mitophagosomes (yellow puncta) in total autophagosomes (GFP puncta) was also increased under PGC-1α overexpression but decreased in the PGC-1α downregulation group (Fig. 6h). These results demonstrated that PGC-1α enhances the initiation of mitophagy in microglia.

Next, we further conducted assays evaluating mitophagic activity at various stages (progression and degradation) under PGC-1α regulation. To visualize the delivery of mitophagosomes to hydrolase-containing lysosomes, we transfected BV2 cells with COX8-EGFP-mCherry lentivirus, a tandem fluorescent-tagged mitochondrial targeting sequence of the inner membrane protein COX8 (cytochrome c oxidase subunit 8). Mitophagosomes appeared as yellow staining of filamentous mitochondria with the merging of both green (EGFP) and red (mCherry) signals, while mitolysosomes appeared to be fragmented with red-only puncta. After OGD treatment, we found that the number of mitolysosomes (mCherry^+^ red puncta) was increased in the PGC-1α-overexpressing group but decreased in the PGC-1α downregulated group (Fig. 6i, j). In addition, TEM was used to further assess the structure of mitochondria, which showed that more mitolysosomes were formed in the PGC-1α-overexpressing BV2 cells, thus indicating that PGC-1α promoted the progression of mitophagy from mitophagosomes to mitolysosomes. However, knockdown of PGC-1α reduced the number of mitolysosomes (Fig. 6k, l). These results indicated that PGC-1α also promotes the progression of mitophagy from mitophagosomes to mitolysosomes.

Mitochondrial degradation and clearance within the lysosome represent the completion of mitophagic flux. The loss of mitochondria was indicated by decreases in multiple mitochondrial proteins, including inner membrane COX4I1 (cytochrome c oxidase subunit 4I1), IMMT/MIC60 (inner membrane mitochondrial protein), and outer membrane TOMM20 (translocase of outer mitochondrial membrane 20). Western blot analysis indicated that lower levels of mitochondrial protein were observed in the PGC-1α-overexpressing group (Additional file 2: Fig. S13). These results suggest that autophagy indeed contributes to the clearance of impaired mitochondria and that PGC-1α increases mitophagic activity and flux in BV2 cells during OGD treatment.

Finally, mitochondrial biogenesis, as well as oxidative metabolic activity, was also evaluated under PGC-1α overexpression. Mitochondrial biogenesis was reflected by oxidative phosphorylation and ATP generation. SOD activity was increased in the mPGC-1α mice compared with the PGC-1α^*f/f*^ mice, while the MDA content was substantially decreased in the mPGC-1α mice after AIS (Additional file 2: Fig. S14a). Under DHE staining, ROS production was found to be significantly decreased in the mPGC-1α mice (Additional file 2: Fig. S14b). Mitochondrial antioxidant and UCP mRNA expression revealed that PGC-1α upregulated the expression of SOD2, Prx3, UCP2, UCP3, UCP4, and UCP5 in the PGC-1α-overexpressing BV2 cells after OGD treatment (Additional file 2: Fig. S14c, d). As expected, PGC-1α also reduced ROS production in BV2 cells (Additional file 2: Fig. S14e). Thus, mitochondrial biogenesis was increased under OGD conditions in the cells overexpressing PGC-1α. To further confirm whether PGC-1α could regulate microglial metabolism, we assessed mitochondrial respiration by measuring the OCR in BV2 cells using a Seahorse assay. After OGD treatment, we also found that basal respiration, ATP production, maximal respiration, and proton leak were significantly increased in the PGC-1α-overexpressing BV2 cells compared to the BV2 cells without PGC-1α overexpression (Additional file 2: Fig. S14f, g). These data indicated that PGC-1α promotes mitophagy and eventually enhances the energetic metabolism of microglia, which in turn generally improves the function of microglia.

### PGC-1α effectively promotes the expression of ULK1 in an ERRα-dependent manner

Genes that were associated with mitophagy from the ChIP-Seq analysis were enriched according to the intensity of the dominant PGC-1α peak of each corresponding gene. Importantly, ULK1 was found to be the most intriguing. Specific information on the peak locations of ULK1 is shown in Additional file 2: Fig. S15a. To validate the ChIP-Seq results, we performed a ChIP-qPCR assay. As expected, ULK1 ChIP achieved a greater than 14-fold enrichment (Additional file 2: Fig. S15b). To further verify the transcriptional regulation of ULK1 under PGC-1α expression, we performed a luciferase assay by transfecting different combinations of plasmids into BV2 cells. As revealed by the above HOMER motif analysis, ERRα was found to be directly related to PGC-1α. Furthermore, ERRα is believed to cooperate with PGC-1α to exert its regulatory effects. Thus, ERRα was introduced to this analysis. Indeed, we found that the relative luciferase activity did not show a significant increase under PGC-1α transfection; however, it was increased in the presence of both PGC-1α and ERRα (Additional file 2: Fig. S15c). Additionally, the activity decreased after treatment with XCT790, an ERRα inverse agonist (Additional file 2: Fig. S15c). Moreover, ULK1 mRNA expression increased in the presence of both PGC-1α and ERRα (Additional file 2: Fig. S15d). In the culture system, we found that PGC-1α could effectively increase ERRα and ULK1 expression in BV2 cells after LPS and ATP stimulation (Additional file 2: Fig. S15e). To evaluate the essential role of ERRα in the beneficial effects of microglial PGC-1α overexpression in cells and mice, we used XCT790, an ERRα inverse agonist, to interfere with the expression of ERRα. IL-1β, TNF-α, and IL-6 were increased in the XCT790-treated BV2 cells under OGD treatment, which suggests that ERRα is necessary for the anti-inflammatory effects of PGC-1α in microglia (Additional file 2: Fig. S15f-h). Next, XCT790 was used to treat the PGC-1α^*f/f*^ and mPGC-1α mice with AIS, and we found that the PGC-1α-induced reduction in neurological deficits could be reversed by XCT790 administration (Additional file 2: Fig. S15i-k). These findings suggest that PGC-1α may regulate ULK1 expression in coordination with ERRα in microglia.

To further assess whether ULK1 participated in PGC-1α-induced mitophagy, we transfected LV-ULK1-RNAi into BV2 cells to inhibit ULK1 expression under PGC-1α overexpression. The formation of mitophagosomes and mitolysosomes was reduced in the LV-ULK1-RNAi-transfected group (Additional file 2: Fig. S16a-c). Additionally, supernatants from cultured BV2 cells were collected for cytokine determination. IL-1β, TNF-α, and IL-6 were increased in the LV-ULK1-RNAi-transfected group (Additional file 2: Fig. S16d-f). The activation of NLRP3 and IL-1β expression were also enhanced when ULK1 was inhibited (Additional file 2: Fig. S16g-i), which abolished the anti-inflammatory effects of PGC-1α. For determination of the effect of ULK1 on microglia, the expression of ULK1 in BV2 cells was controlled by lentiviral transfection. After LPS stimulation, inflammatory cytokines were detected by ELISA. The results showed that proinflammatory cytokines were decreased in the ULK1-overexpressing BV2 cells, while more inflammatory reactions were observed in the ULK1-knockout BV2 cells (Additional file 2: Fig. S17). These data indicated that PGC-1α promotes the expression of ULK1, which is necessary for mediating mitophagic activity and downstream inflammatory responses.

### Pharmacological inhibition or knockdown of ULK1 abolishes the neuroprotective effects of PGC-1α in the mPGC-1α mice

To evaluate the effects of autophagy and mitophagy in vivo, we performed intervention experiments in the tMCAO model. More specifically, hydroxychloroquine (CQ), an autophagic inhibitor, was used to treat the mice with ischemic stroke for three consecutive days (Additional file 2: Fig. S18a). We found that the PGC-1α-induced attenuation of neurological deficits could be reversed by CQ administration (Additional file 2: Fig. S18b). However, there was no obvious aggravation in neurological deficits in the PGC-1α^*f/f*^ mice treated with an autophagic inhibitor, which suggests that the increased autophagy may mediate the effects of PGC-1α in microglia. In addition, lentivirus carrying ULK1 RNAi was injected into the cortex of the transgenic mice to reduce ULK1 expression at day 7 before tMCAO surgery (Additional file 2: Fig. S18c). We found that reducing ULK1 reversed the neuroprotective effects of PGC-1α on the mPGC-1α mice (Additional file 2: Fig. S18d). The mitochondrial proteins (as indicated by COX4I1, IMMT/MIC60, and outer membrane TOMM20) of microglia isolated from mPGC-1α and ULK1 lentivirus-injected mice were evaluated by Western blots, which indicated that autophagic clearance of mitochondria was impaired under ULK1 downregulation (Additional file 2: Fig. S18e, f). Altogether, these results suggest that the neuroprotective effects of microglial PGC-1α may be mediated by autophagy and mitophagy through ULK1 after ischemic stroke.

## Discussion

In this study, we discovered a previously unknown role of microglial PGC-1α in AIS. Our data showed that PGC-1α attenuated ischemia-induced neuroinflammation and neural damage. Moreover, these effects were mainly mediated by PGC-1α-induced autophagy and mitophagy through regulation of ULK1 in an ERRα-dependent manner. This process, in turn, leads to the inhibition of NLRP3 inflammasome-mediated inflammatory responses (Additional file 2: Fig. S19). Thus, our findings highlight an important neuroprotective role of PGC-1α in microglia after AIS.

The protective effects of PGC-1α on neurons [36] and astrocytes [14] have been well studied. A previous study suggested that a PGC-1-related coactivator could regulate microglial polarization by cooperating with STAT6 [37]. In addition, resveratrol, a polyphenol compound that has antioxidant properties, promotes microglial polarization towards an anti-inflammatory phenotype and inhibits LPS-induced neuroinflammation. Importantly, resveratrol achieves this mainly by increasing PGC-1α expression [38]. Moreover, the balasubramide derivative 3C was shown to suppress microglial activation by enhancing the PGC-1α level in microglia [39]. However, the precise role of PGC-1α in microglia has not been completely elucidated, especially in relation to brain ischemia. To this end, we specifically engineered PGC-1α expression in microglia by generating a transgenic mouse strain. We found that PGC-1α overexpression in microglia attenuated neurological dysfunction after tMCAO. A previous study indicated that microglia could constantly sense the surrounding microenvironment by repeatedly extending and retracting their branches [40]. However, inhibition of THIK-1 decreases microglial ramifications, leading to worse neurological outcomes after stroke [4]. In contrast, ramified microglia could promote neuronal survival after hippocampal excitotoxicity [41]. Similarly, the microglia in CX3CR1-deficient mice have more ramified morphologies, tend to develop anti-inflammatory phenotype polarization, and cause smaller brain infarcts [42]. A previous study also indicated that a more ramified morphology of microglia with upregulated ZEB1 expression may enable microglia to react more accurately and quickly to a stimulus, resulting in improved regulation of inflammatory responses after ischemic stroke [15]. Importantly, ramified microglia could also acquire a less reactive phenotype and regulate the microenvironment in the brain. The improved brain environment reduced neuronal damage after ischemic stroke, thereby contributing to the neuroprotective effects. In our study, we observed that the microglia in the cortex of the mPGC-1α mice appeared to have more ramifications, and PGC-1α might allow microglia to more quickly respond to ischemic damage by enhancing these ramified processes, thereby improving neurological functions after stroke. Our microarray analysis confirmed that PGC-1α altered the gene expression profiles of microglia, which are closely related to immune system processes and anatomical structure formation involved in morphogenesis. These results strongly indicate that PGC-1α mediates the immune modulation of microglia and extensively participates in inflammatory responses under ischemic stroke.

Neuroinflammation is a major pathological process after ischemic stroke and significantly promotes the development of brain damage [43]. We observed that IL-1β dramatically decreased in microglia from the mPGC-1α mice after tMCAO. The maturation and release of IL-1β are mainly regulated by the NLRP3 inflammasome [28, 44], which plays an important role in many inflammatory diseases, such as atherosclerosis and autoimmune diseases [45, 46]. Additionally, growing evidence has shown that NLRP3 produced by microglia is responsible for promoting neuroinflammation [47, 48] and can be suppressed by the activation of mitophagy [49–51]. The suppression of NLRP3 in PGC-1α-overexpressing microglia was observed in our study. In addition to IL-1β, CCL5 expression was decreased in the PGC-1α-overexpressing microglia. CCL5 was shown to decrease the production of IL-10 and contributes to the microglial proinflammatory profile [52]. We speculated that PGC-1α inhibited the activation of microglia, thereby reducing the production of CCL5. The transcription and expression of CCL5 might be indirectly affected by PGC-1α modulation in microglia.

To uncover the precise mechanism of PGC-1α regulation in microglia, we performed ChIP-Seq analysis to identify the genome-wide PGC-1α-binding sites in microglia, and further KEGG pathway analysis revealed that mitophagy was the most significantly enriched signaling pathway. Previous studies have indicated that PGC-1α is involved in regulating mitophagy [10, 53]; however, its role in modulating microglial function was newly discovered in our study. Further functional analysis confirmed that ULK1 was the direct target gene for PGC-1α, which was consistent with the reported role of ULK1 in regulating mitophagy [54–56]. Next, the immunomodulatory mechanism of PGC-1α-ULK1-initiated autophagy and mitophagy was further elucidated. The formation of autophagosomes and autolysosomes was induced by PGC-1α overexpression and reduced after knockdown of ULK1, indicating that ULK1 participates in regulating PGC-1α-induced autophagic flux. In addition, we found that PGC-1α enhanced the formation of mitolysosomes mediated by ULK1. The effect of mitophagy-mediated downstream signal transduction has been well established in other immune cells, and this process eventually leads to reduced inflammation [49, 51].

## Conclusions

In conclusion, our results provide evidence that microglial PGC-1α plays a pivotal role in protecting against ischemia-induced brain injury through the regulation of autophagy and mitophagy and the suppression of neuroinflammation. The role we uncovered for PGC-1α in pathological events after ischemic stroke might identify new therapeutic strategies involving manipulation of PGC-1α in CNS inflammation.

## Supplementary Information

**Additional file 1: Supplementary Tables. Table S1.** Primers used in ChIP-qPCR analysis. Table S2. Primers used in qRT-PCR analysis.

**Additional file 2: Supplementary Figures. Figure S1.** PGC-1α decreases in neurons and astrocytes after AIS. **Figure S2.** Generation of PGC-1α^*f/f*^ Cx3cr1-Cre/ER (mPGC-1α) transgenic mice. **Figure S3.** PGC-1α is specifically overexpressed in microglia. Figure S4. rCBF is not significantly different between the PGC-1α^*f/f*^ and mPGC-1α mice. **Figure S5.** Knockout of PGC-1α exacerbates ischemic brain injury. **Figure S6.** Microglial PGC-1α affects the long-term neurologic functional recovery in mice with AIS. **Figure S7.** Microglia with PGC-1α overexpression protect neurons against inflammatory insults. **Figure S8.** PGC-1α regulates morphology of microglia in mice with AIS. **Figure S9.** PGC-1α overexpression alters the gene profiles of microglia after AIS. **Figure S10.** PGC-1α overexpression alters the gene profiles of BV2 cells after LPS stimulation. (A) Cluster analysis for the differentially expressed mRNAs of BV2 cells with or without PGC-1α overexpression after LPS stimulation. (B) GO analysis showed the top 5 enriched biological processes. (C) KEGG pathway analysis for the top 5 pathways. *n* = 3 per group. **Figure S11.** PGC-1α exerts the anti-inflammatory effects in microglia only under inflammatory insults. **Figure S12.** Validation of the interaction of PGC-1α with the corresponding transcription factors from de novo motif analysis. **Figure S13.** PGC-1α promotes the clearance of damaged mitochondria in microglia. **Figure S14.** PGC-1α regulates mitochondrial biogenesis and suppresses ROS production. **Figure S15.** PGC-1α promotes the expression of ULK1 in an ERRα-dependent manner. **Figure S16.** ULK1 is responsible for the PGC-1α-induced mitophagy. **Figure S17.** ULK1 is responsible for PGC-1α-mediated suppression of inflammation. **Figure S18.** Pharmacological inhibition or knockdown of ULK1 reverses the neuroprotective effect of PGC-1α after ischemic stroke. **Figure S19.** Microglial PGC-1α protects against ischemic brain injury by suppressing neuroinflammation.

## Data Availability

The transcriptome data for microglia and BV2 cells generated during this current study were deposited to the GEO database, accession GSE124874 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE124874 [18], GSE152871 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152871 [19], and GSE152769 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152769 [20]. The ChIP-Seq data for microglia were deposited to the GEO database, accession GSE165564 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165564 [25].

## Abbreviations

AIS: Acute ischemic stroke
PGC-1α: PPARγ coactivator-1α
tMCAO: Transient middle cerebral artery occlusion
CNS: Central nervous system
ERRα: Estrogen-related receptor α
ROS: Reactive oxygen species
UCPs: Uncoupling proteins
PD: Parkinson’s disease
ULK1: Unc-51 like kinase 1
eGFP: Enhanced GFP
qRT-PCR: Quantitative real-time polymerase chain reaction
ChIP-Seq: Chromatin immunoprecipitation-sequencing
OGD: Oxygen and glucose deprivation
TEM: Transmission electron microscopy
ELISA: Enzyme-linked immunosorbent assay
TAM: Tamoxifen
FACS: Fluorescence-activated cell sorting
TTC: 2,3,5-Tripenyltetrazolium chloride
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
MAP1LC3: Microtubule-associated protein 1 light chain 3
BAF: Bafilomycin A1
SQSTM1: Sequestosome 1
COX4I1: Cytochrome c oxidase subunit 4I1
IMMT/MIC60: Inner membrane mitochondrial protein
TOMM20: Translocase of outer mitochondrial membrane 20
CQ: Hydroxychloroquine
GEO: Gene Expression Omnibus
rCBF: Regional cerebral blood flow
DCFH-DA: Dichlorodihydrofluorescein-diacetate
DHE: Dihydroethidium
OCR: Oxygen consumption rate

# Supplementary material for: Microglial PGC-1α protects against ischemic brain injury by suppressing neuroinflammation
**Source:** Genome Med. 2021 Mar 26;13:47. doi: 10.1186/s13073-021-00863-5
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Tables. Table S1. Primers used in ChIP-qPCR analysis. Table S2. Primers used in qRT-PCR analysis.

## Supplementary Tables

### Microglial PGC-1 $\alpha$ protects against ischemic brain injury by suppressing neuroinflammation

*Bin Han<sup>1,2#</sup>, Wei Jiang<sup>2#</sup>, Pan Cui<sup>2#</sup>, Kai Zheng<sup>2</sup>, Chun Dang<sup>2</sup>, Junjie Wang<sup>2</sup>, He Li<sup>2</sup>, Lin Chen<sup>2</sup>, Rongxin Zhang<sup>3</sup>, Qing Mei Wang<sup>4</sup>, Zhenyu Ju<sup>5</sup> and Junwei Hao<sup>1,2\*</sup>*

# These authors contributed equally to this study.

**Table S1.** Primers used in ChIP-qPCR analysis

| Gene | Forward                | Reverse             |
|------|------------------------|---------------------|
| ULK1 | CCAGGATGGAGTCCCAGGTTAG | CGCCAGCCAGCACAGGATT |

**Table S2.** Primers used in qRT-PCR analysis

| Gene           | Forward                   | Reverse                    |
|----------------|---------------------------|----------------------------|
| PGC-1 $\alpha$ | ATGAATGCAGCGGTCTTAGC      | GGTCATCGTTTGTGGTCAGA       |
| SOD2           | CAGACCTGCCTTACGACTATGG    | CTCGGTGGCGTTGAGATTGTT      |
| Prx3           | GGTTGCTCGTCATGCAAGTG      | CCACAGTATGTCTGTCAAACAGG    |
| Trx2           | TGGGCTTCCCTCACCTCTAAG     | CCTGGACGTAAAGGTCGTCA       |
| GPx1           | GTCTCTCTGAGGCACGATCCG     | TTCCGCAGGAAGGTAAACAGC      |
| UCP2           | CAGGTCACTGTGCCCTTACCAT    | CACTACGTTCCAGGATCCCAAG     |
| UCP3           | GGATTTGTGCCCTCCTTTCTG     | AGATTCCCGCAGTACCTGGACT     |
| UCP4           | GAATGCCTATCGCCGAGGA       | AGTAGGAACTTGCTCGTCCGG      |
| UCP5           | TCCCAACTGCTCAGCGTG        | GGTGCTTCTTGGTAATATCATAAACG |
| IL-1 $\beta$   | GCTGAAAGCTCTCCACCTCA      | AGGCCACAGGTATTTTGTCTG      |
| IL-6           | CCGGAGAGGAGACTTCACAG      | TCTGCAAGTGCATCATCGTT       |
| TNF- $\alpha$  | ATGAGAAGTTCCAAATGGCC      | TGGTTTGCTACGACGTGGG        |
| iNOS           | GAGCTGGGCTGTACAAACCTT     | CATTGGAAGTGAAGCGTTTCG      |
| MCP-1          | CAGGTCCCTGTCATGCTTCT      | TCATTGGGATCATCTTGCTG       |
| IL-4           | CGAAGAACACCACAGAGAGTGAGCT | GACTCATTTCATGGTGCAGCTTATCG |
| Arg-1          | CTCCAAGCCAAAGTCCTTAGAG    | AGGAGCTGTCATTAGGGACATC     |
| TGF- $\beta$   | TGCGCTTGACAGAGATTAAAA     | CGTCAAAAGACAGCCACTCA       |
| IL-10          | TGCTATGCTGCCTGCTCTTA      | ATGTTGTCCAGCTGGTCCTT       |
| ULK1           | TGGAGGTGGCCGTCAAATG       | CGCATAGTGTGCAGGTAGTC       |
| GAPDH          | TGTGATGGGTGTGAACCACGAGAA  | CATGAGCCCTTCCACAATGCCAAA   |

# Supplementary material for: Microglial PGC-1α protects against ischemic brain injury by suppressing neuroinflammation
**Source:** Genome Med. 2021 Mar 26;13:47. doi: 10.1186/s13073-021-00863-5
**Supplement:** Supplementary file 2 — Additional file 2: Supplementary Figures. Figure S1. PGC-1α decreases in neurons and astrocytes after AIS. Figure S2. Generation of PGC-1αf/f Cx3cr1-Cre/ER (mPGC-1α) transgenic mice. Figure S3. PGC-1α is specifically overexpressed in microglia. Figure S4. rCBF is not significantly different between the PGC-1αf/f and mPGC-1α mice. Figure S5. Knockout of PGC-1α exacerbates ischemic brain injury. Figure S6. Microglial PGC-1α affects the long-term neurologic functional recovery in mice with AIS. Figure S7. Microglia with PGC-1α overexpression protect neurons against inflammatory insults. Figure S8. PGC-1α regulates morphology of microglia in mice with AIS. Figure S9. PGC-1α overexpression alters the gene profiles of microglia after AIS. Figure S10. PGC-1α overexpression alters the gene profiles of BV2 cells after LPS stimulation. (A) Cluster analysis for the differentially expressed mRNAs of BV2 cells with or without PGC-1α overexpression after LPS stimulation. (B) GO analysis showed the top 5 enriched biological processes. (C) KEGG pathway analysis for the top 5 pathways. n = 3 per group. Figure S11. PGC-1α exerts the anti-inflammatory effects in microglia only under inflammatory insults. Figure S12. Validation of the interaction of PGC-1α with the corresponding transcription factors from de novo motif analysis. Figure S13. PGC-1α promotes the clearance of damaged mitochondria in microglia. Figure S14. PGC-1α regulates mitochondrial biogenesis and suppresses ROS production. Figure S15. PGC-1α promotes the expression of ULK1 in an ERRα-dependent manner. Figure S16. ULK1 is responsible for the PGC-1α-induced mitophagy. Figure S17. ULK1 is responsible for PGC-1α-mediated suppression of inflammation. Figure S18. Pharmacological inhibition or knockdown of ULK1 reverses the neuroprotective effect of PGC-1α after ischemic stroke. Figure S19. Microglial PGC-1α protects against ischemic brain injury by suppressing neuroinflammation.

## Supplementary Figures

### Microglial PGC-1 $\alpha$ protects against ischemic brain injury by suppressing neuroinflammation

*Bin Han<sup>1,2#</sup>, Wei Jiang<sup>2#</sup>, Pan Cui<sup>2#</sup>, Kai Zheng<sup>2</sup>, Chun Dang<sup>2</sup>, Junjie Wang<sup>2</sup>, He Li<sup>2</sup>, Lin Chen<sup>2</sup>, Rongxin Zhang<sup>3</sup>, Qing Mei Wang<sup>4</sup>, Zhenyu Ju<sup>5</sup> and Junwei Hao<sup>1,2\*</sup>*

# These authors contributed equally to this study.

**Fig. S1**

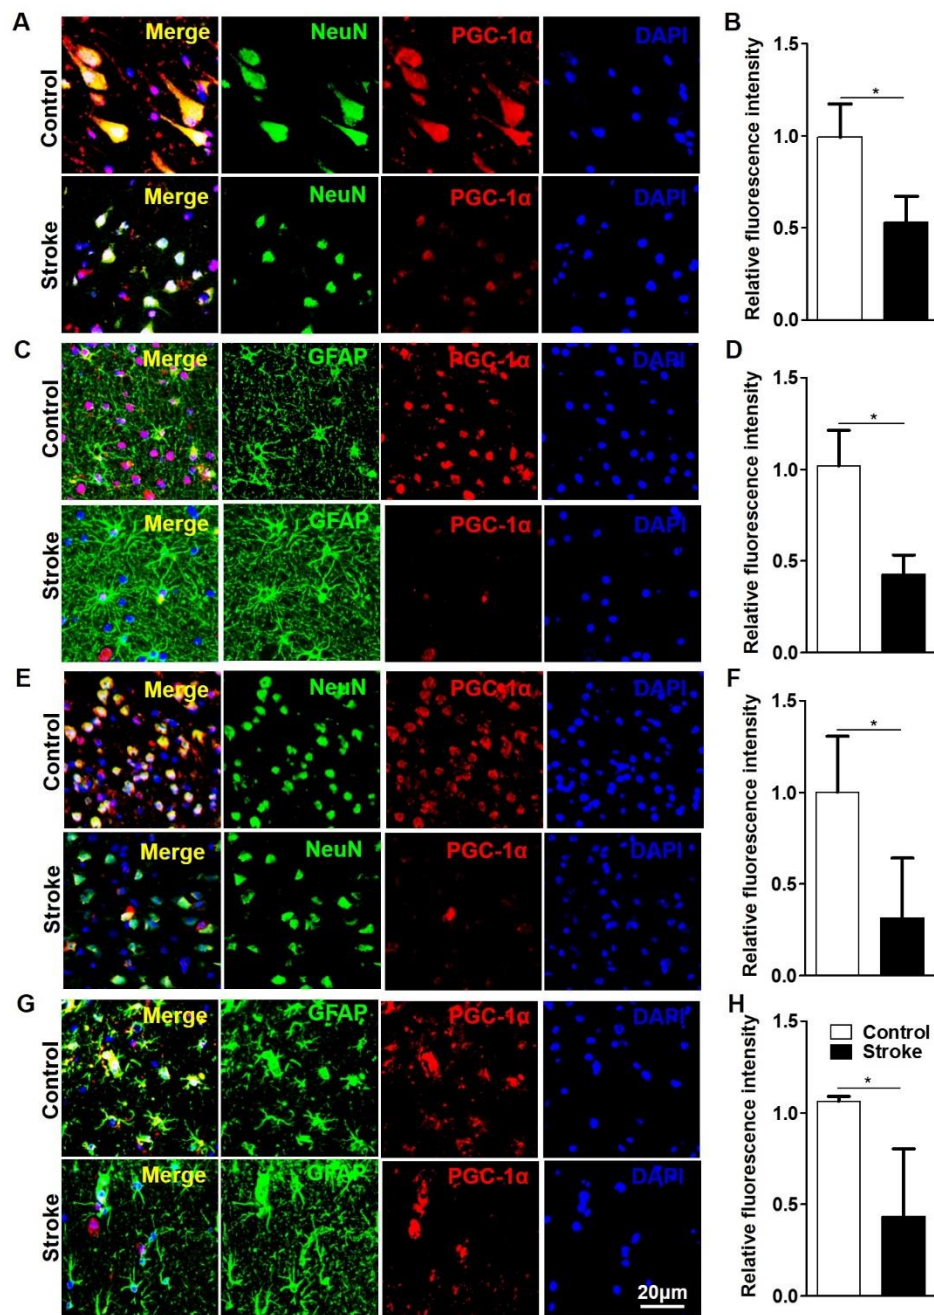

**Fig. S1 PGC-1α decreases in neurons and astrocytes after AIS**

Representative images (a) and quantification of PGC-1α expression (b) in neurons from ischemic stroke patients. Representative images (c) and quantification of PGC-1α expression (d) in astrocytes from ischemic stroke patients. Representative images (e) and quantification of PGC-1α expression (f) in neurons from ischemic stroke mice. Representative images (g) and quantification of PGC-1α expression (h) in astrocytes from ischemic stroke mice. \*p<0.05; n = 5 per group.

**Fig. S2**

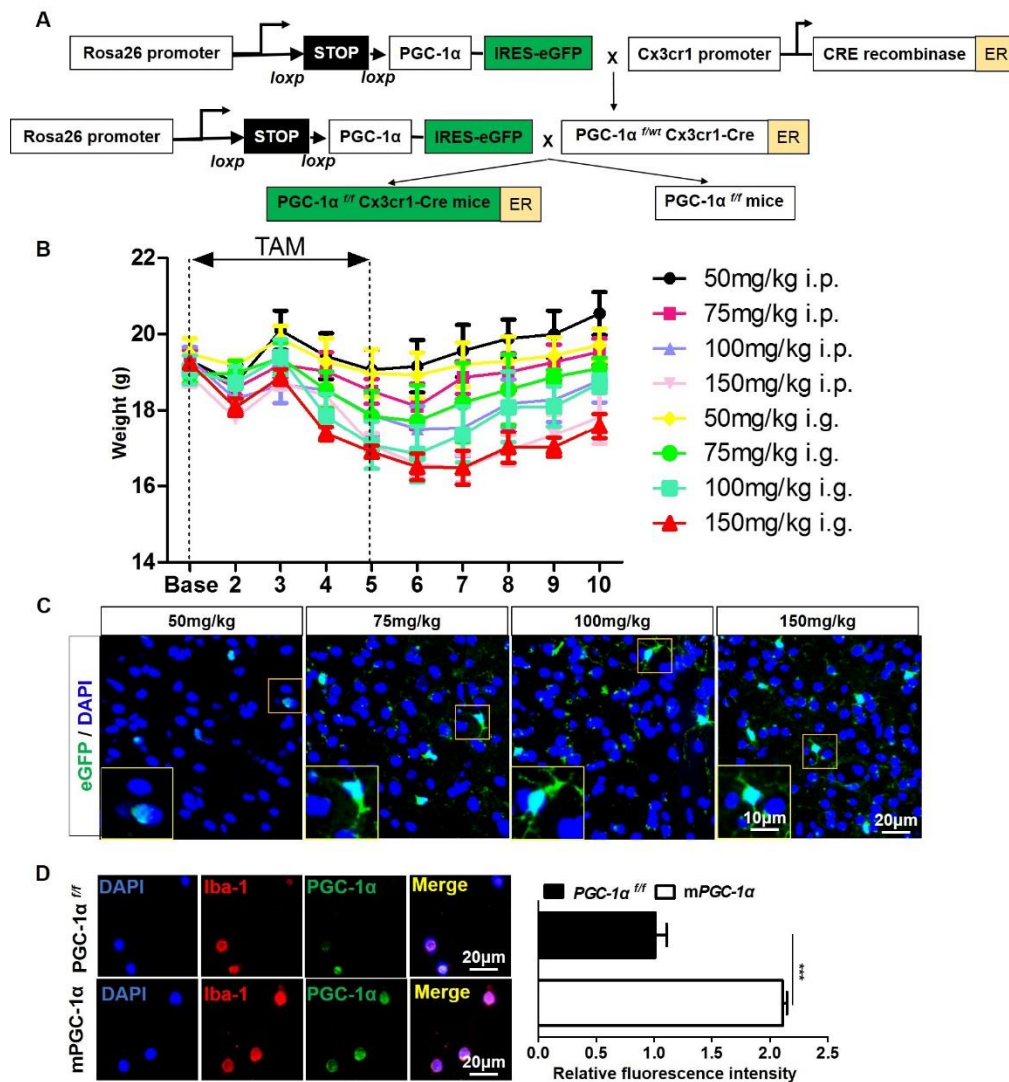

**Fig. S2 Generation of PGC-1α<sup>ff</sup> Cx3cr1-Cre/ER (mPGC-1α) transgenic mice**

**a** Schematic of the hybrid strategy of generating mPGC-1α transgenic mice. **b** Mean body weight of mice given different doses of tamoxifen either intraperitoneally (i.p.) or gavage (i.g.). **c** Representative images of eGFP immunostaining in the brain sections with TAM administration. **d** Immunostained images showing the PGC-1α expression in microglia from the PGC-1α<sup>ff</sup> and mPGC-1α mice after TAM induction (left panel). PGC-1α levels were quantified using ImageJ software (right panel). \*\*\*p<0.001, (**b**, **c**) n = 5 per group, (**d**) n = 8 per group.

**Fig. S3**

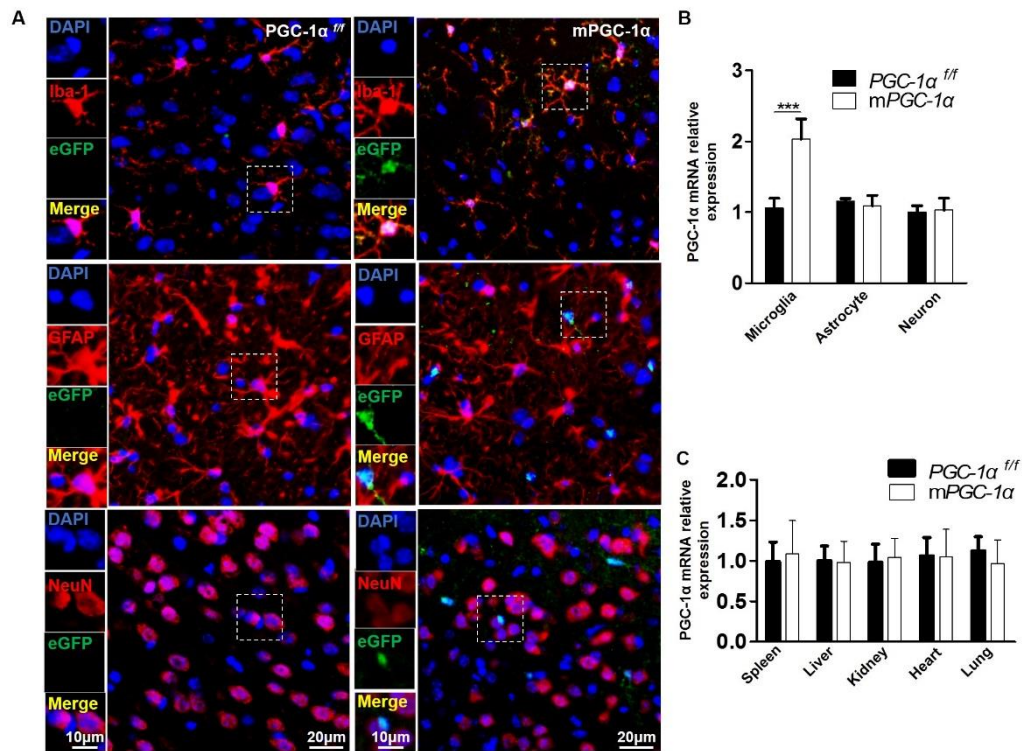

**Fig. S3 PGC-1 $\alpha$  is specifically overexpressed in microglia**

**a** The location of eGFP was evaluated by costaining with Iba-1, GFAP and NeuN. **b** Quantification of PGC-1 $\alpha$  mRNA expression in primary microglia, astrocytes and neurons. **c** Quantification of PGC-1 $\alpha$  mRNA expression in the spleen, liver, kidney, heart, and lung. \*\*\* $p < 0.001$ ,  $n = 5$  per group.

**Fig. S4**

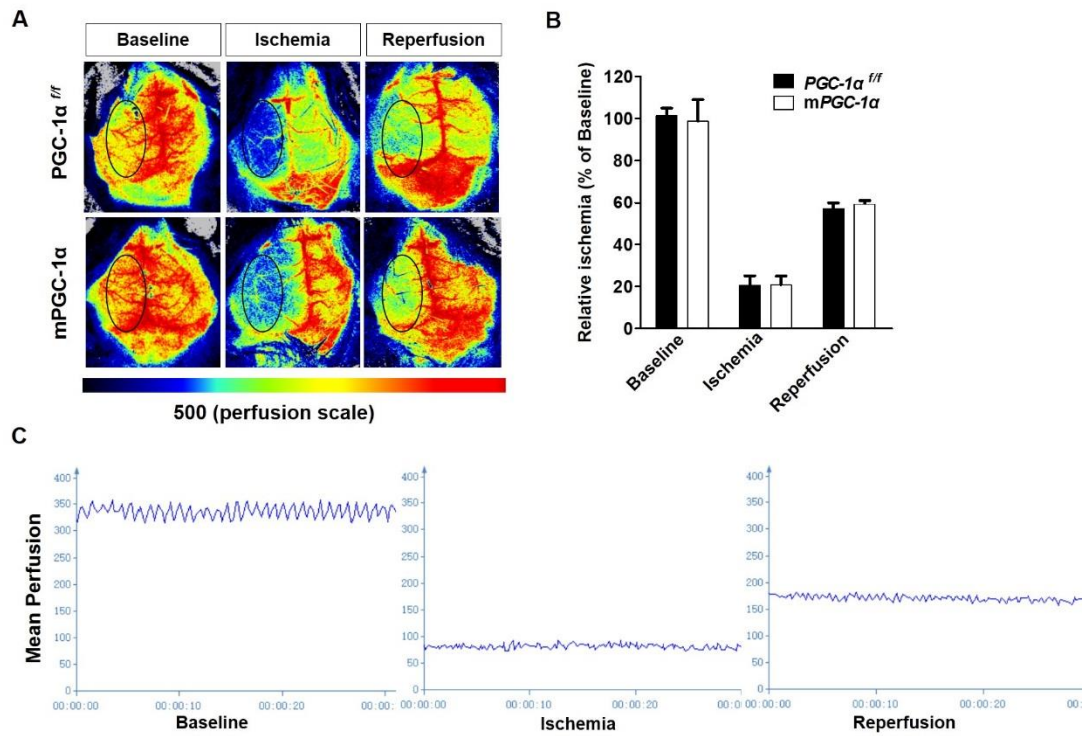

**Fig. S4 rCBF is not significantly different between the PGC-1 $\alpha^{f/f}$  and mPGC-1 $\alpha$  mice**

**a** Representative perfusion images of the PGC-1 $\alpha^{f/f}$  and mPGC-1 $\alpha$  mice acquired by laser speckle flowmetry at baseline, 30 min after ischemia, and 2 min after reperfusion. **b** Relative rCBF in the two types of mice was presented as the percentage by normalizing baseline. No difference was observed between the two groups. **c** Representative graphs displayed mean perfusion at baseline, ischemia and reperfusion.  $n = 10$  per group.

**Fig. S5**

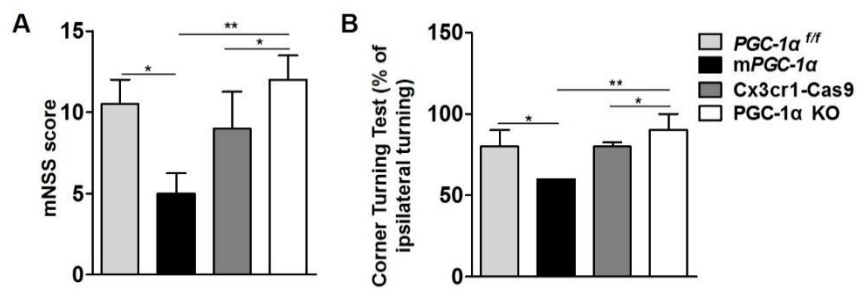

**Fig. S5 Knockout of PGC-1 $\alpha$  exacerbates ischemic brain injury**

**a, b** Clinical scores of the *PGC-1 $\alpha$* <sup>f/f</sup>, *mPGC-1 $\alpha$* , *Cx3cr1-Cas9* and *PGC-1 $\alpha$*  KO mice at day 3 after tMCAO.

\*p<0.05, \*\*p<0.01; n = 6 per group.

**Fig. S6**

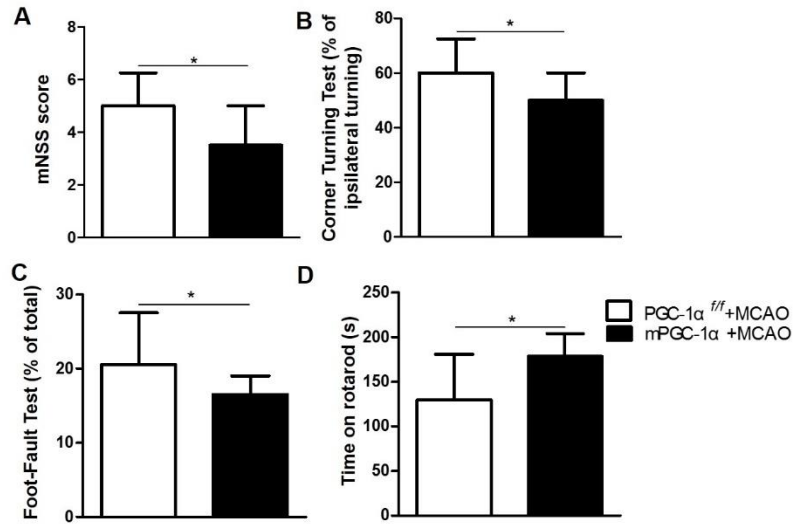

**Fig. S6 Microglial PGC-1 $\alpha$  affects the long-term neurologic functional recovery in mice with AIS**

**a-d** Analysis of the mNSS score, corner turning test, foot-fault test and time on rotarod in the PGC-1 $\alpha^{f/f}$  and mPGC-1 $\alpha$  mice with AIS at 2 weeks after tMCAO. \*p<0.05; n = 10 per group.

**Fig. S7**

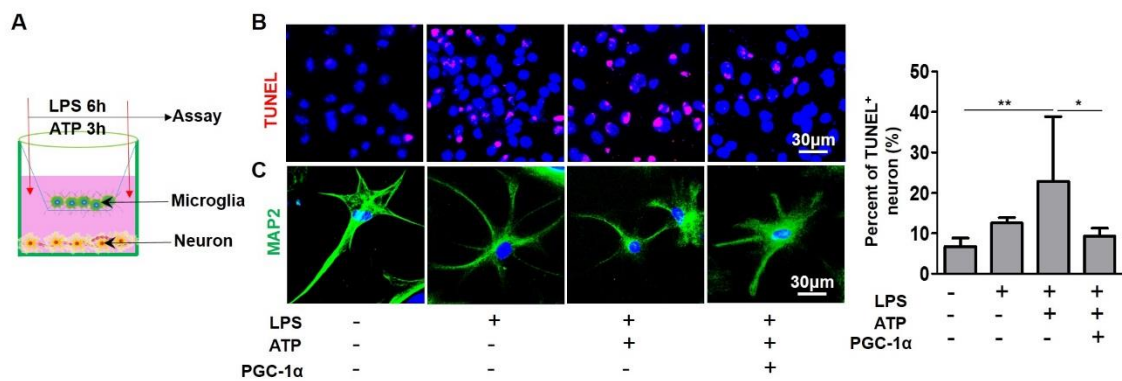

**Fig. S7 Microglia with PGC-1α overexpression protect neurons against inflammatory insults**

**a** Schematic diagram of microglia cocultured with neurons. **b** TUNEL staining for neuronal apoptosis and MAP2 staining for neuronal morphology. **c** Quantification of TUNEL-positive neurons (right panel).

\* $p < 0.05$ , \*\* $p < 0.01$ ;  $n = 5$  per group.

**Fig. S8**

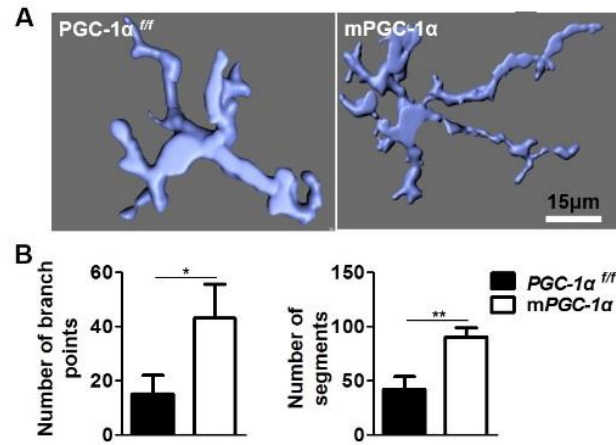

**Fig. S8 PGC-1 $\alpha$  regulates morphology of microglia in mice with AIS**

**a** Representative images of Imaris-based three-dimensional reconstruction of Iba-1<sup>+</sup> microglia from the PGC-1 $\alpha$ <sup>f/f</sup> and mPGC-1 $\alpha$  mice after AIS. **b** Morphological features including branch points and number of segments were quantified using Imaris. \*p<0.05, \*\*p<0.01; n=6 per group.

**Fig. S9**

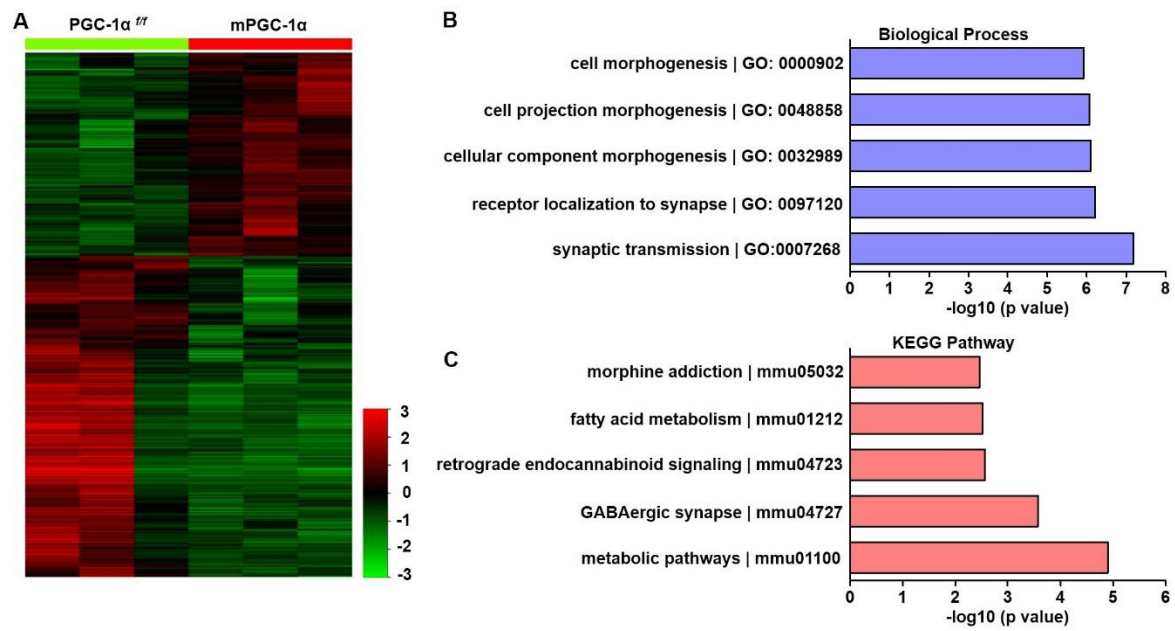

**Fig. S9 PGC-1 $\alpha$  overexpression alters the gene profiles of microglia after AIS**

**a** Cluster analysis of the differentially expressed mRNAs of microglia from the *PGC-1 $\alpha$ <sup>ff</sup>* and *mPGC-1 $\alpha$*  mice after AIS. **b** GO analysis showed top 5 enriched biological processes. **c** KEGG pathway analysis for top 5 pathways.  $n = 3$  per group.

Fig. S10

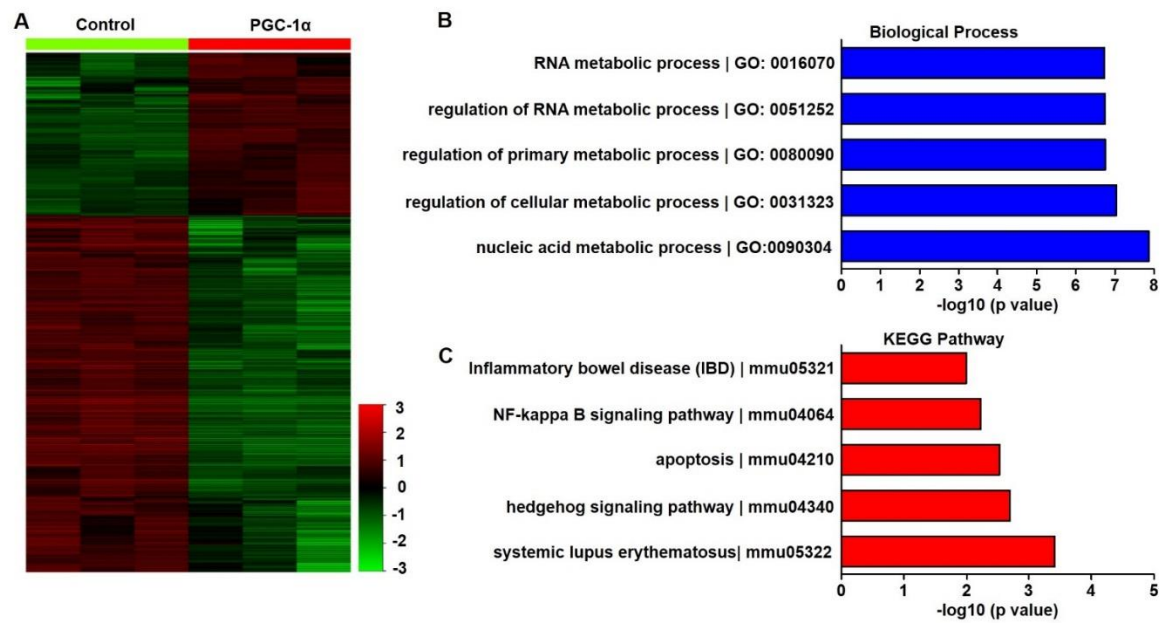

**Fig. S10 PGC-1α overexpression alters the gene profiles of BV2 cells after LPS stimulation**

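The GO and KEGG categories were not analysed here, so the BV2 arrays were tested with 15 gene lists and with the mouse pathways of Reactome. In the camera test, 4 of the 15 lists passed an adjusted p of 0.05; the LPS-induced inflammatory genes were 1 of them. Replication-dependent histone genes were higher on the arrays labelled PGC-1α overexpression, with 41 of the 46 genes tested past the threshold upward and none downward, and 28 upward after quantile normalization. Their median relative to all genes was 0.61 (adjusted p = 9.0e-09) and 0.55 after quantile normalization. Genes named Zfp, which encode zinc finger proteins, were lower, with 170 of 412 past the threshold downward and 71 upward. Their median relative to all genes was -0.53 (adjusted p = 2.4e-08), and -0.40 after quantile normalization. Subunits of oxidative phosphorylation had a median of 0.28 (adjusted p = 3.2e-06), with 60 of 75 genes past the threshold upward and 1 downward, but after quantile normalization the median was -0.00 (adjusted p = 0.63; 4.9e-08 to 0.79 over the alternatives). These 3 lists also passed under fry, oxidative phosphorylation only before quantile normalization, and with an estimated correlation none of the 15 lists passed.
The Reactome sets for apoptosis, hedgehog signaling and TRAF6-mediated induction of NF-κB had medians relative to all genes of 0.04, 0.15 and -0.15, and none passed (adjusted p = 0.88, 0.25 and 0.73). Gene expression had a median of 0.08, the innate immune system 0.01 and cytokine signaling -0.05 (adjusted p = 0.38, 0.80 and 0.38). Known PGC-1α target genes had a median of 0.09, genes of autophagy and mitophagy 0.06, interferon-stimulated genes -0.07 and proliferation genes -0.08, without passing (adjusted p = 0.73, 0.38, 0.57 and 0.80). Under fry, which tests the genes of a list without setting them against other genes, the PGC-1α target genes (adjusted p = 0.0049), autophagy and mitophagy (0.0016), hedgehog signaling (0.017) and gene expression (0.0092) passed as higher. The rise of all genes under this scaling enters these calls, and with fry after quantile normalization, run after the data were seen, none of them passed (adjusted p = 0.91, 0.28, 0.70 and 0.28), the last 2 with lower genes. With the authors' processed values the proliferation genes passed in camera as lower (median -0.25, adjusted p = 0.038; 0.038 to 0.92 over the alternatives).

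**Figure D2:**
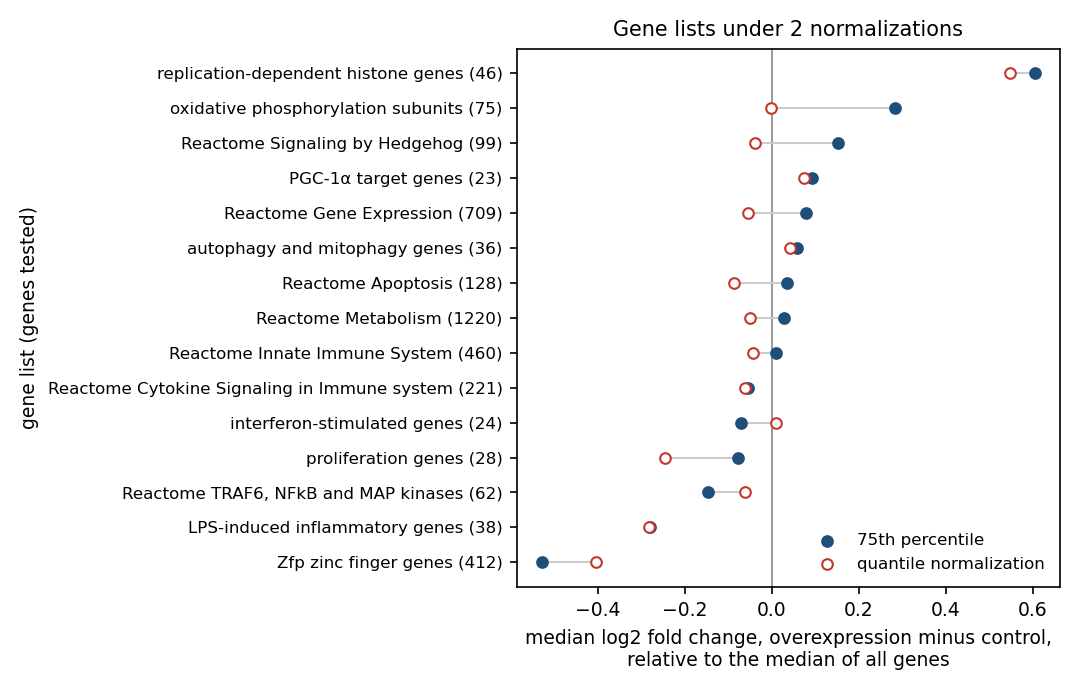
Median log2 fold change of 15 gene lists, arrays labelled PGC-1α overexpression minus control, relative to the median of all genes. Filled points are values scaled by the 75th percentile and open points values after quantile normalization; the number of genes tested is in parentheses. Histone genes stay highest, at 0.61 and 0.55, and Zfp genes lowest, at -0.53 and -0.40, whereas oxidative phosphorylation moves from 0.28 to -0.00.

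Of 889 Reactome sets with 10 to 500 tested genes, 34 passed an adjusted p of 0.05, 30 higher and 4 lower. Most of the higher sets were of translation and respiration; Translation, with 117 genes, had a median relative to all genes of 0.36 (adjusted p = 9.5e-07), and Respiratory electron transport, with 47 genes, 0.27 (adjusted p = 1.8e-04). Death Receptor Signalling was lower (11 genes, median -0.75, adjusted p = 0.017). Under fry, which takes in the rise of all genes, 510 sets passed, the 34 among them. With fry after quantile normalization 73 sets passed, 7 of the 34 among them in the same direction, 4 higher and 3 lower. In camera after quantile normalization 1 set passed, Olfactory Signaling Pathway, which was higher under both scalings. The dimmest of 4 groups of genes by intensity still had a median log2 fold change of 0.34 after quantile normalization. The olfactory set was not compared with genes of like intensity, so a bias of dim probes stays open for it.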

**a** Cluster analysis of the differentially expressed mRNAs of BV2 cells with or without PGC-1α overexpression after LPS stimulation. **b** GO analysis showed top 5 enriched biological processes. **c** KEGG pathway analysis for top 5 pathways. n = 3 per group.

**Fig. S11**

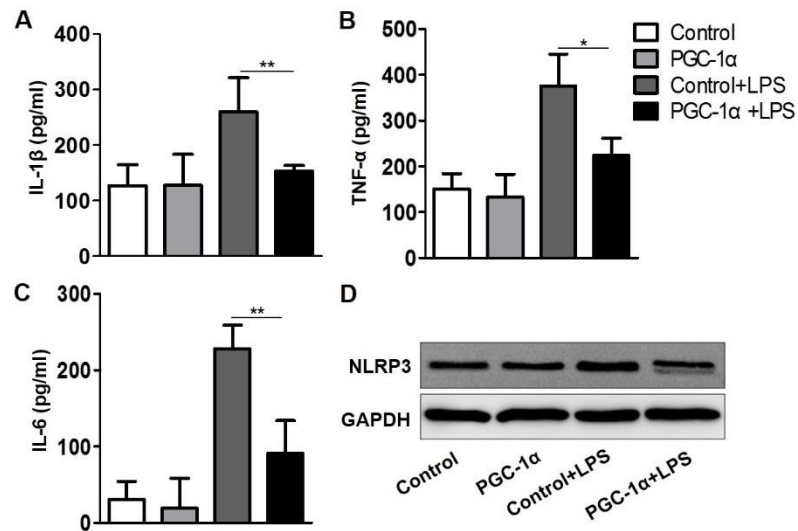

**Fig. S11 PGC-1 $\alpha$  exerts the anti-inflammatory effects in microglia only under inflammatory insults**

ELISA analysis of the levels of IL-1 $\beta$  (a), TNF- $\alpha$  (b) and IL-6 (c) in culture supernatants of BV2 cells with or without LPS stimulation. **d** Western blots showing the expression of NLRP3 in cellular lysates of BV2 cells with or without LPS stimulation. \* $p < 0.05$ , \*\* $p < 0.01$ ;  $n = 5-10$  per group.

**Fig. S12**

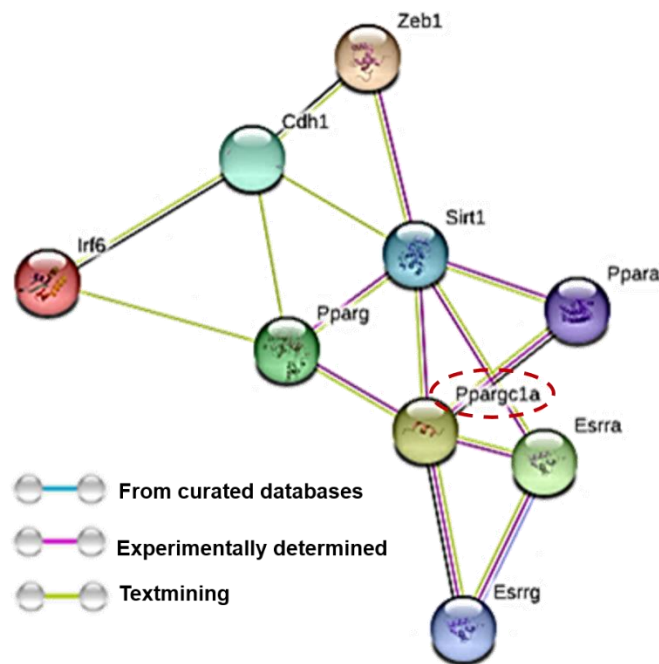

**Fig. S12 Validation of the interaction of PGC-1 $\alpha$  with the corresponding transcription factors from *de novo* motif analysis**

**Fig. S13**

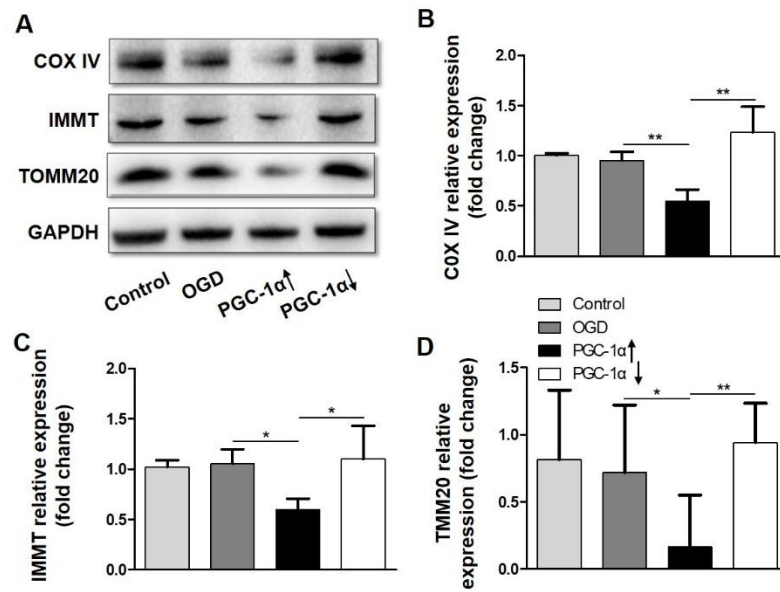

**Fig. S13 PGC-1 $\alpha$  promotes the clearance of damaged mitochondria in microglia**

**a** Representative images of COX4I1, IMMT/MIC60 and outer membrane TOMM20 bands by Western blot.

**(b-d)** Quantification of the proteins level under PGC-1 $\alpha$  modulation. \* $p < 0.05$ , \*\* $p < 0.01$ ;  $n = 6$  per group.

**Fig. S14**

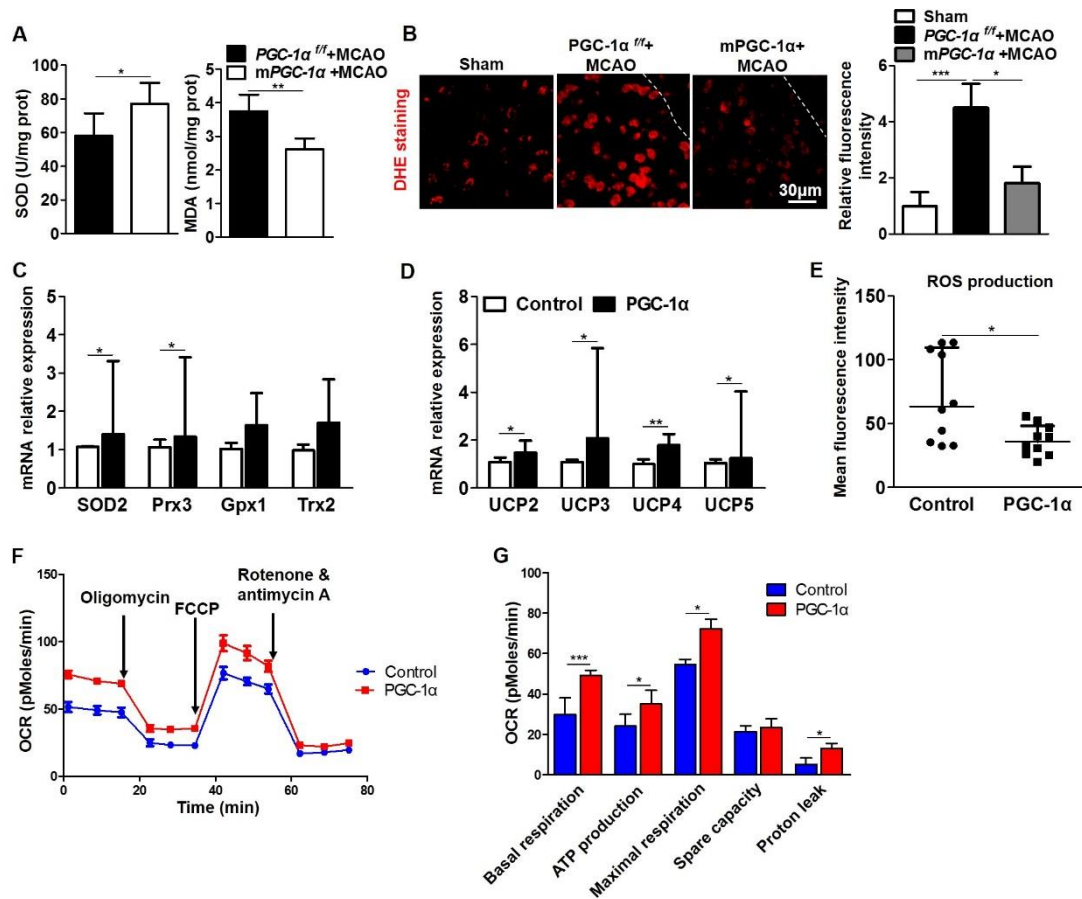

**Fig. S14 PGC-1α regulates mitochondrial biogenesis and suppresses ROS production**

**a** Comparisons of SOD activity and MDA levels between the PGC-1α<sup>fl/fl</sup> and mPGC-1α mice. **b**

Representative images of the ROS level detected by DHE staining for the sham-operated controls, PGC-1α<sup>fl/fl</sup> and mPGC-1α mice (left panel). Quantification of relative fluorescence intensity of DHE staining (right panel).

The mRNA expression of mitochondrial antioxidants (**c**) and UCPs (**d**) in BV2 cells after OGD

stimulation. **e** Quantitation of ROS production in BV2 cells after OGD stimulation. **f** Seahorse assay for the

OCR in BV2 cells with or without PGC-1α overexpression. **g** Quantification of basal respiration, ATP

production, maximal respiration, spare capacity and proton leak. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001; n = 7-10 per group.

Fig. S15

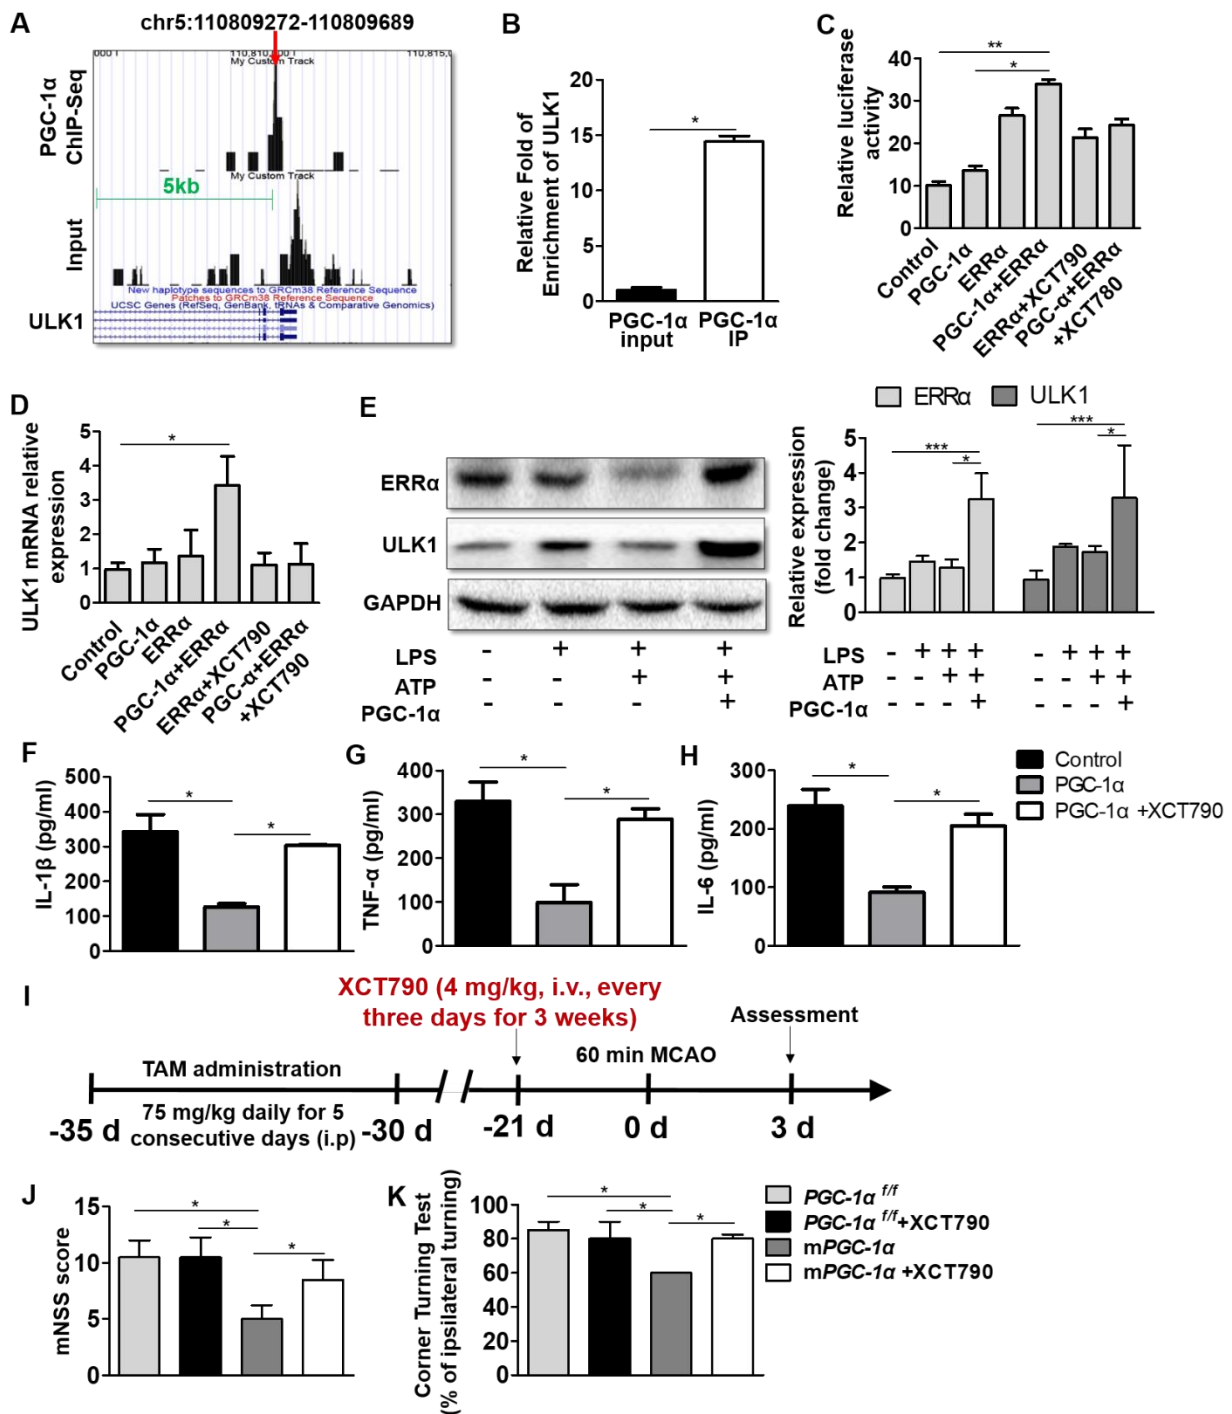

Fig. S15 PGC-1 $\alpha$  promotes the expression of ULK1 in an ERR $\alpha$ -dependent manner

**a** Representative ChIP-Seq peaks of PGC-1 $\alpha$  located on *Ulk1* gene in the UCSC Genome browser. **b**

ChIP-qPCR analysis for the validations of *Ulk1* enrichment. The relative luciferase activity (c) and ULK1

mRNA level (d) after transfecting different combinations of plasmids to the BV2 cells with or without

XCT790 (2  $\mu$ M, 48 h), an ERR $\alpha$  inverse agonist. **e** Western blot analysis and quantification of ERR $\alpha$  and ULK1 expression in BV2 cells with or without PGC-1 $\alpha$  overexpression under LPS and ATP treatment. ELISA analysis of the levels of IL-1 $\beta$  (**f**), TNF- $\alpha$  (**g**) and IL-6 (**h**) in culture supernatants of BV2 cells with or without XCT790 after OGD treatment. **i** Schematic of the PGC-1 $\alpha^{ff}$  and mPGC-1 $\alpha$  mice treated with an ERR $\alpha$  inverse agonist, XCT790 (4 mg/kg, i.v.), every three days for 3 weeks, followed by neurobehavioral test after tMCAO. **j** Clinical scores of the PGC-1 $\alpha^{ff}$  and mPGC-1 $\alpha$  mice with or without CQ treatment.

\*p<0.05, \*\*p<0.01, \*\*\*p<0.001; n = 6 per group.

**Fig. S16**

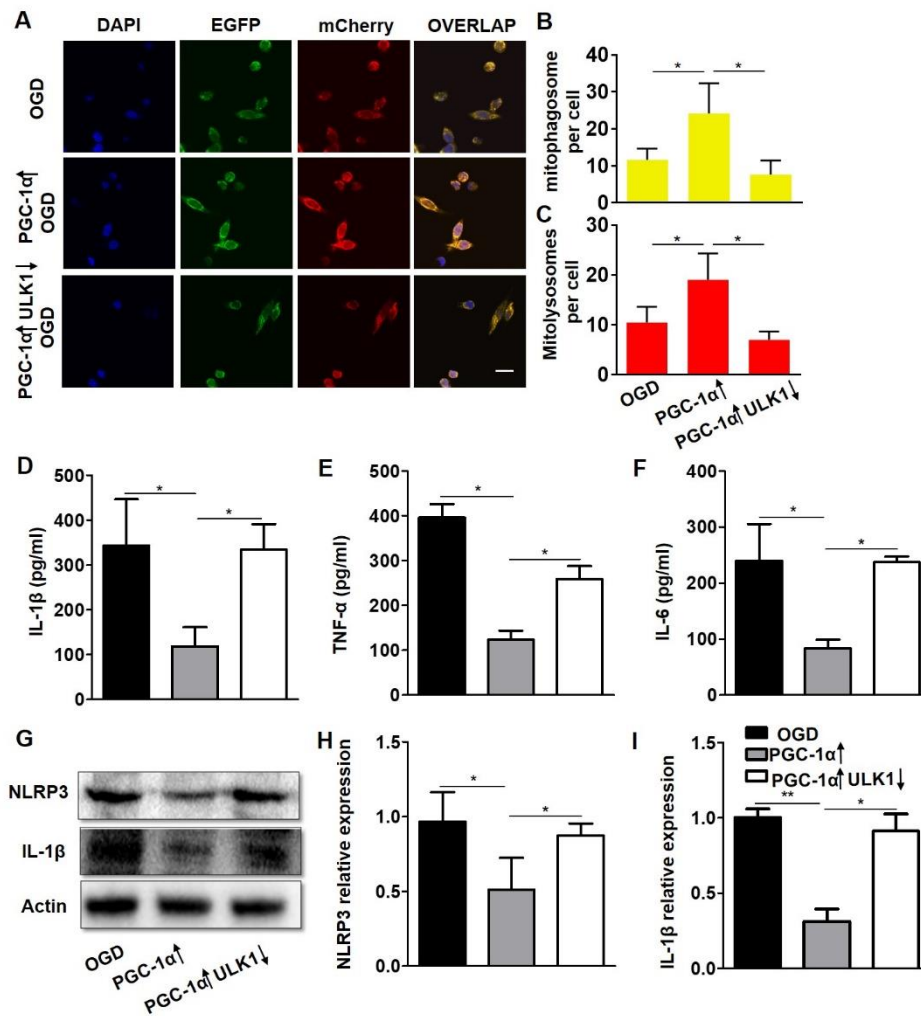

**Fig. S16 ULK1 is responsible for the PGC-1α-induced mitophagy**

**a** Representative images of the formation of mitophagosomes and mitolysosomes in the BV2 cells with or without ULK1 downregulation after OGD treatment. Bar: 20 μm. **b** Quantification of the number of mitophagosomes. **c** Quantification of the number of mitolysosomes. ELISA analysis of the levels of IL-1β (**d**), TNF-α (**e**) and IL-6 (**f**) in culture supernatants of BV2 cells with or without ULK1 downregulation after OGD treatment. **g** Western blots showing the expression of NLRP3 and IL-1β in cellular lysates of BV2 cells with or without ULK1 downregulation after OGD treatment. Quantification of the relative expression of NLRP3 (**h**) and IL-1β (**i**). \*p<0.05, \*\*p<0.01; n = 6 per group.

**Fig. S17**

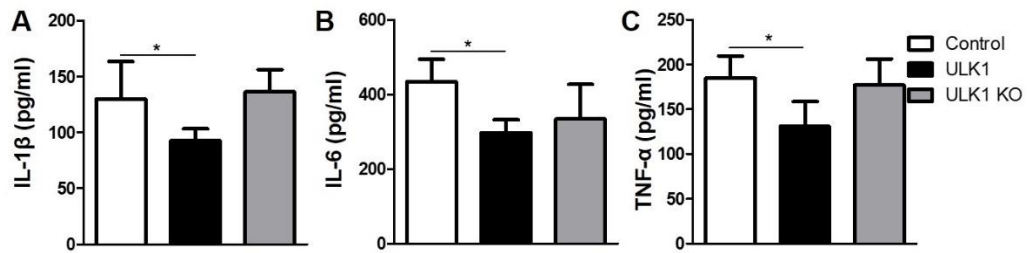

**Fig. S17 ULK1 is responsible for PGC-1 $\alpha$ -mediated suppression of inflammation**

ELISA analysis of the levels of IL-1 $\beta$  (a), IL-6 (b) and TNF- $\alpha$  (c) in culture supernatants of BV2 cells with or without ULK1 overexpression after LPS stimulation. \* $p < 0.05$ ;  $n = 6$  per group.

Fig. S18

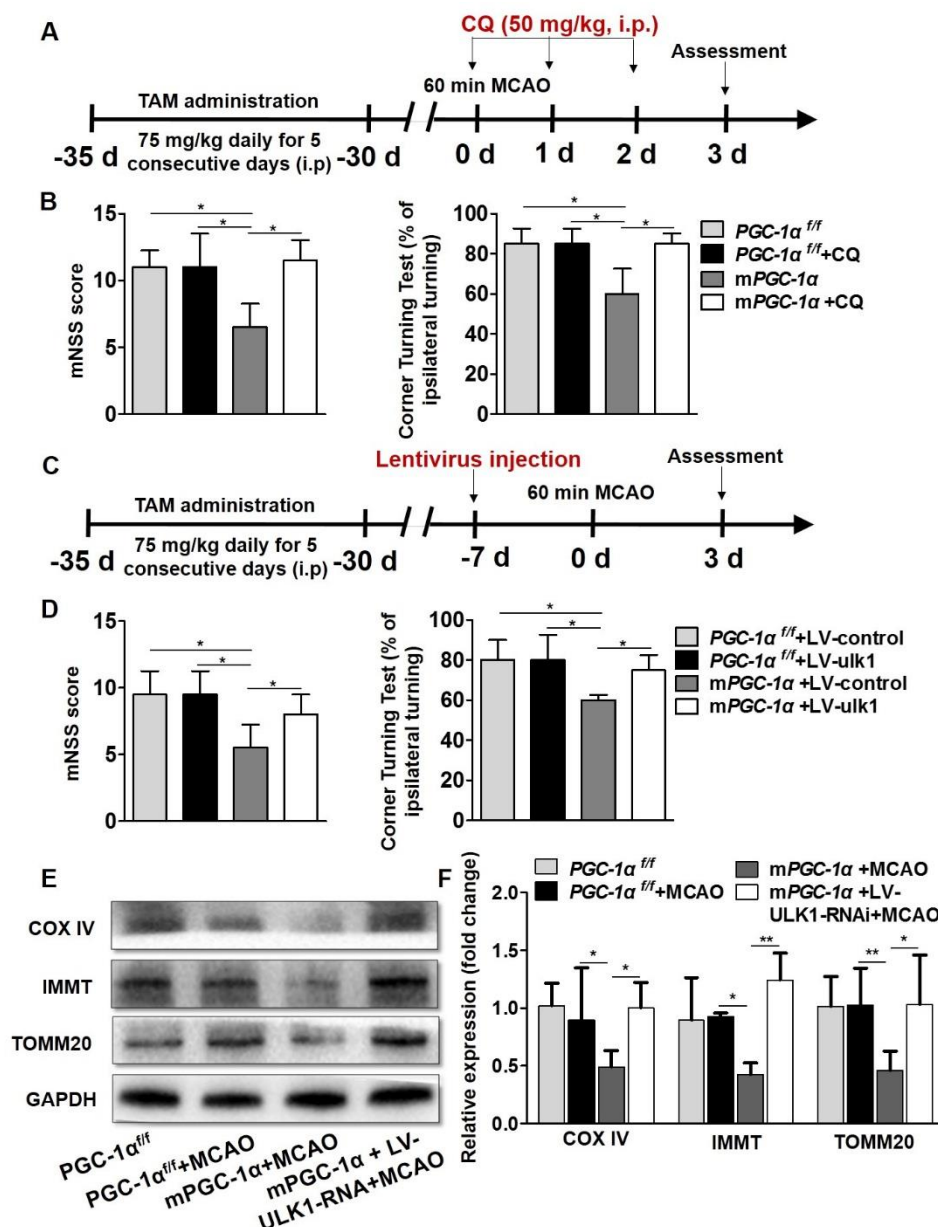

**Fig. S18 Pharmacological inhibition or knockdown of ULK1 reverses the neuroprotective effect of PGC-1 $\alpha$  after ischemic stroke**

**a** Schematic of the PGC-1 $\alpha^{f/f}$  and mPGC-1 $\alpha$  mice treated with an autophagy inhibitor CQ (50 mg/kg, i.p.) for 3 consecutive days after tMCAO followed by neurobehavioral test. **b** Clinical scores of the PGC-1 $\alpha^{f/f}$  and mPGC-1 $\alpha$  mice with or without CQ treatment. **c** Schematic of the PGC-1 $\alpha^{f/f}$  and mPGC-1 $\alpha$  mice injected with lentiviruses to knockdown ULK1 expression at day 7 before tMCAO followed by neurobehavioral test. **d** Clinical scores of the PGC-1 $\alpha^{f/f}$  and mPGC-1 $\alpha$  mice treated with or without ULK1 lentiviruses. **e, f** Western blot analysis indicating less mitochondrial proteins in the mPGC-1 $\alpha$  mice than PGC-1 $\alpha^{f/f}$  control or ULK1 lentivirus injected ones. \*p<0.05, \*\*p<0.01; n = 6 per group.

**Fig. S19**

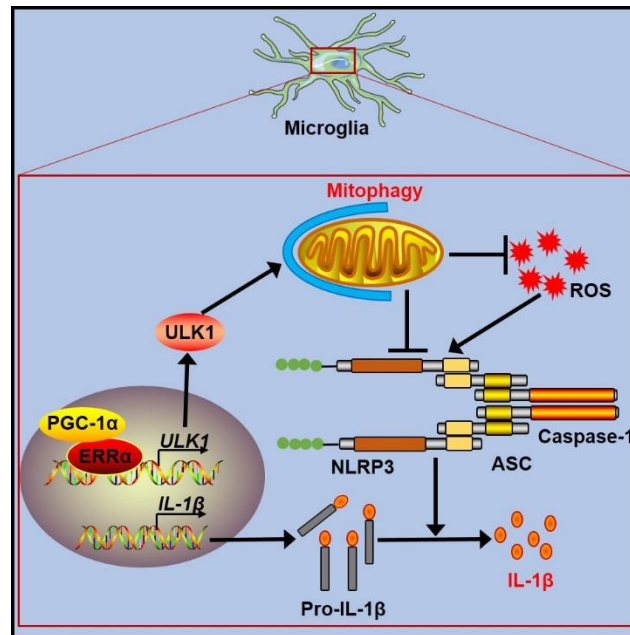

**Fig. S19 Microglial PGC-1 $\alpha$  protects against ischemic brain injury by suppressing neuroinflammation.**

Our data showed that PGC-1 $\alpha$  attenuates ischemia-induced neuroinflammation and neural damage.

Moreover, these effects were mainly mediated by PGC-1 $\alpha$ -induced autophagy and mitophagy through regulation of ULK1 in an ERR $\alpha$ -dependent manner. This, in turn, leads to decreased ROS generation and inhibition of NLRP3-ASC-caspase-1 pathway-mediated inflammatory responses.

How the deposited data were processed for this re-analysis (not part of the article)

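RNA of LPS-stimulated BV2 cells was measured on 6 Agilent arrays, 3 of control cells and 3 of cells labelled PGC-1α overexpression. Conditions, replicate numbers and slides were taken from the sample labels, and the dose and time of LPS from the paper's cell culture methods. The authors' scanner software, Agilent Feature Extraction, had measured the intensity of each of 62976 spots in the green channel, subtracted the background and removed spatial trends within the array. These intensity values were deposited without normalization between arrays. The authors also deposited a table of log2 values for part of the probes, normalized between arrays by a procedure that the paper names only as normalization in GeneSpring. Its columns share nearly the same quantiles. Each correlates with the log2 intensity of its own array with a Pearson's r of 0.9988 or higher across probes, which are not independent replicates. Every probe of that table was well above background on at least 1 array.

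From the intensity values, log2 was taken and the 75th percentile of each array over its 59305 spots other than controls was subtracted. Spots marked as outliers (149 to 1590 per array) were left out and repeated spots of a probe averaged. The arrays held 56605 probes, and 33767 of them (59.7%) were matched through their accession to a gene symbol in a table of RefSeq genes of the mouse assembly GRCm38, 23462 genes in all. The array design names an older assembly, so no coordinates are given, and probes without a match were left out and used in an alternative. A probe was tested if it had values on at least 2 arrays of each group and was well above background on all 3 arrays of at least 1 group, and the brightest tested probe stood for its gene. This left 17062 genes, of which 766 lacked a value on some array. Of the 5932 genes with several tested probes, 343 had probes past the threshold in both directions.

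The groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Gene lists and pathways were tested with limma's camera, with a preset correlation of 0.01, on the 16296 genes with values on every array. The lists were LPS-induced inflammatory genes, PGC-1α target genes, genes of autophagy and mitophagy, interferon-stimulated genes, proliferation genes, oxidative phosphorylation subunits, replication-dependent histone genes, Zfp zinc finger genes and 7 Reactome sets. All Reactome mouse sets of 10 to 500 tested genes in the R package fgsea 1.28.0 were scanned as well. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots with matplotlib 3.10.9. The conditions, the design, the named genes, the lists and the alternatives were fixed before the data were examined, except where stated otherwise. The genes named are 32 that the paper names, most of them for BV2 cells or its primers and Ccl5, Il17a and Casp1 elsewhere, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among genes past the threshold whose groups do not overlap. Size was ranked only among genes well above background on at least 1 array of each group, a rule that the design fixed at the start does not hold.

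The steps were tested on simulated arrays of the 17062 genes, 3 against 3, with 200 genes changed. At a simulated log2 fold change of 1, 61% of the changed genes were recovered, and at 2, 96%, with 1.61% of the calls false and a median estimate of 1.00 for genes raised by 1. The recovery first required at 1 was not reached, and the requirement was then moved to 2. With no gene changed there were 0 calls of genes and 0 of lists, and a list lowered by 0.5 was the only list called. The 0 lists hold for the simulated arrays only. On the real arrays, splits that mixed the groups gave 0 genes but still 1 to 4 lists and up to 90 Reactome sets. The precision of the real values is limited by the number of arrays, and that of dim probes by the background.

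Alternatives were quantile normalization, background correction by normexp with an offset of 50 followed by either scaling, the median in place of the 75th percentile, other filters on dim probes, the mean of the probes of a gene, the slide or the replicate number as a block, a variance trend with robust estimation, array weights, the authors' log2 values, each array left out in turn, other thresholds, and fry or an estimated correlation for the set tests. Normexp was run on the median signal of each spot and its median background, since the files hold no mean signal. GO and KEGG categories were not analysed here.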

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

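The test on small RNAs was chosen after the result it bears on had been seen, and the list of stefin genes was written after the largest changes were known. All values are log2 fold changes, arrays labelled PGC-1α overexpression minus control, next to a median of 0.23 over all genes. None of the genes here is discussed in the paper, and each stood out as a signal above that of the control arrays in genes outside those the paper discusses.

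Among the 5 genes with the largest rise, Cstdc4 (3.61), Stfa2l1 (2.92) and Csta2 (2.90) belong to the stefin family, a group of neighbouring genes for protease inhibitors. Cstdc4 and Csta2 were well above background on all 3 control arrays and Stfa2l1 on 1 of 3, and all of them on the 3 overexpression arrays. Each kept its direction and its side of the threshold in every alternative in which it was tested. The sizes shrank with normexp background correction, to 2.00 and 1.72 for Cstdc4, 1.32 and 0.96 for Stfa2l1 and 2.47 and 2.38 for Csta2, with the 75th percentile and quantile normalization. The 10 stefin genes listed lie on 1 chromosome, 7 were tested, and all 7 were higher, by 1.46 to 3.61, and by 1.24 to 3.48 after quantile normalization. Binding of the probes to transcripts of related genes would give this and could mean that fewer genes rose, but a joint rise of the whole cluster would look the same. The smallest rise among them, 1.46, leaves both open, since the probe sequences are not known here. A scaling difference is argued against by the size that remained after quantile normalization. Whether PGC-1α overexpression, the lentiviral selection or a difference between the cultures from before the experiment raised these genes cannot be separated with 1 comparison of this kind, and no biological explanation was tested.

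Cyp4a12b rose by 2.62, with 2 of 3 control arrays and all 3 overexpression arrays well above background. It kept its call in every alternative in which it was tested, and was 2.37 after quantile normalization, but 1.26 and 0.85 with normexp and the 75th percentile or quantile normalization. Its control signal is near the floor, so the size of the change is less certain than its direction. Binding of the probe to related transcripts was not tested, and neither was a biological explanation.

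H2bc7, a histone gene, rose by 2.96 and was well above background on all 6 arrays. The rise was shared by the replication-dependent histone genes as a list, whose median was 0.83, with 41 of 46 genes past the threshold upward. A set of genes of like intensity reached 0.60 at most in 10000 random lists. After quantile normalization 28 of the histone genes passed and their median was 0.58, against 0.25 at most, so the difference in scaling between the arrays is not the whole of it. A faster cell cycle would raise the proliferation genes as well; their median relative to all genes was -0.08, with 7 of 28 higher and 3 lower, and lay below 0 in every setting of camera with the preset correlation, from -0.25 to -0.03. Transcripts of these histone genes end without a poly(A) tail in dividing cells, so a technical explanation is that RNA without such a tail took a larger share of the labelled material. The genes of small nuclear, small nucleolar, RNase P and RNase MRP RNAs carry no such tail either. Of 23 such genes, 22 were higher and none lower, with a median of 1.02. After quantile normalization 21 were higher and the median was 0.88, above all 10000 random lists of like intensity. This is consistent with a difference in RNA preparation or amplification between the groups, and also with a true rise of both kinds of RNA, which cannot be told apart because every array of a group may have shared its preparation. The paper does not say how the RNA was primed.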

How the results depend on the processing

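Chosen after seeing the data were the settings that keep unmatched probes, that combine a 2-fold change with the adjusted p for the share of higher genes, quantile normalization or the authors' values, and that use Fisher's exact test or fry after quantile normalization. Causes were tested only where a cause is named; otherwise the cause was not tested.

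The count of changed genes, 9633, was between 7261 and 11245 with other normalizations, filters, blocks and variance models, except normexp with quantile normalization. In 10681 of 16296 genes the groups did not overlap. Normexp with quantile normalization gave 6359. Stricter thresholds, which by construction call fewer genes, gave 2448 with an unadjusted p and a 2-fold change, 2430 with an adjusted p and a 2-fold change and 2119 with quantile normalization in addition. Keeping probes without a matched gene gave 17410 of 30925 features, more by construction. With each array left out in turn the count ranged from 7417 to 9668.

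The share of higher genes, 65.3%, was 51.0% after quantile normalization, 72.3% with normexp and the 75th percentile, 45.8% with normexp and quantile normalization, 66.4% without a filter, 50.9% with the authors' processed values, 62.3% with the mean of probes and 70.2% with unmatched probes kept. With a 2-fold change it was 47.2% at either an unadjusted or an adjusted p, 31.6% after quantile normalization and 27.4% with the authors' processed values. With each array left out it ranged from 62.1% to 66.8%. Falls are thus in the majority among the larger changes, and rises among all changes under scaling by the 75th percentile.

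The rise of the first Ppargc1a probe, 1.14, no longer passed after quantile normalization (0.83), with normexp and quantile normalization (0.18), with the authors' processed values (0.78), with the mean of the probes (0.70) or without a filter (1.14, where more genes are adjusted for). With each array left out it ranged from 0.67 to 1.42, and it no longer passed without overexpression replicate 1 (1.18) or 2 (0.97). The second probe, 0.26, turned to -0.068 after quantile normalization, -0.059 with the authors' processed values and -0.25 with array weights, and passed at 0.53 with normexp and the 75th percentile. The fit of the array weights stopped before its tolerance was reached; overexpression replicate 2 had the lowest weight, 0.31, and overexpression replicate 1 the highest, 3.17.

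The median of the LPS-induced list was -0.05 before the median of all genes is taken off, and the list lost its call with an estimated correlation (-0.053). Adjusted over the 15 lists, it also lost it with probes well above background on all arrays (adjusted p = 0.088), with array weights (0.060) and without overexpression replicate 2 (0.077); over all alternatives of camera the adjusted p ranged from 0.0099 to 0.088, leaving aside the estimated correlation. The direction stayed. For Reactome Metabolism, with a median of 0.25, the direction relative to other genes turned after quantile normalization (-0.016), with normexp and quantile normalization (-0.012), with the authors' processed values (-0.032) and with normexp and the 75th percentile (0.25), and fry called it at an unadjusted p with the same median of 0.25, but not after quantile normalization (-0.016). Histone and Zfp genes passed in every alternative of camera with the preset correlation, and oxidative phosphorylation in all except quantile normalization, normexp with quantile normalization and the authors' processed values.

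Of the fixed lists, 4 passed; 8 passed under fry (3 after quantile normalization), 0 with an estimated correlation and 2 by Fisher's exact test after quantile normalization, without the histone genes (adjusted p = 0.086). The 34 Reactome sets were 1 after quantile normalization, 5 with normexp and quantile normalization, 3 with the authors' processed values, 68 without a filter, 64 with probes well above background on all arrays, 85 with a variance trend and robust estimation, 74 with the mean of probes, 510 under fry (73 with fry after quantile normalization, 7 of them higher), and 1 by Fisher's exact test, which gave 0 after quantile normalization.

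Of 38 named genes tested, 17 kept direction and side of the threshold in every alternative, the 10 with the largest changes among them. Of 677 comparisons of a named gene with an alternative, 589 were unchanged in call and direction, 57 lost the call, 15 gained it and 16 changed direction. The 16 lie in 9 genes. Tgfb1 turned to -0.25 after quantile normalization, -0.16 with normexp and quantile normalization and -0.27 with the authors' processed values, and Cox4i1 to -0.028 and -0.056 with the first and the last of these. Il1b turned to 0.0017 and Il6 to 0.19 with normexp and the 75th percentile. Ucp3 turned to -0.022 and Immt to -0.021 with normexp and quantile normalization, and Sqstm1 to -0.025 with the authors' processed values. With array weights Il6 turned to 0.12 and Sod2 to 0.067. With each array left out, Sod2 ranged from -0.32 to 0.040, Il4 from -0.10 to 0.42 and Tgfb1 from -0.00060 to 0.23.

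Replicate numbers are shared between the groups, but deviations from the group means correlated across genes at -0.16, 0.07 and 0.60 for replicates 1, 2 and 3, so the numbers do not pair the arrays. With the replicate number as a block 10561 genes passed, 9545 of the 9633 among them. Replicate 3 of both groups shares slide 2. What limits dim probes is their signal over background, as for Ppargc1a.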

Differences from the paper's values

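The paper's heat map (Fig. S10a) has about 31% of its genes higher in PGC-1α-overexpressing cells, read by eye. On the arrays, 65.3% of the 9633 genes past the threshold were higher. The paper names neither the threshold nor the number of genes behind the heat map, so the 2 shares may cover different genes; the alternatives with a stricter threshold bear on this. Of the alternatives set before the data were examined, only normexp with quantile normalization (45.8%) lies within 1.5 times the paper's share. The others do not: quantile normalization gave 51.0%, the authors' processed values 50.9%, an unadjusted p with a 2-fold change 47.2%, normexp with the 75th percentile 72.3%, and the remaining ones between 62.1% and 66.8%. A threshold on the adjusted p with a 2-fold change gave 31.6% after quantile normalization and 27.4% with the authors' processed values, both within the paper's share, and 47.2% with the 75th percentile; these alternatives were chosen after seeing the values.

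In Fig. S10c the paper lists hedgehog signaling, apoptosis and NF-κB signaling among its leading KEGG pathways. The nearest Reactome sets used here are other sets under another test, and did not pass, with camera adjusted p of 0.25, 0.88 and 0.73 and medians relative to all genes of 0.15, 0.04 and -0.15. Over the settings of camera with the preset correlation the adjusted p stayed above the threshold for all 3. Under fry, an alternative set at the start, the hedgehog set passed with higher genes (adjusted p = 0.017), and the apoptosis (0.057) and NF-κB sets (0.60) did not. With fry after quantile normalization, chosen after seeing the values, none of the 3 passed (0.70, 0.087 and 0.28).

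The paper reports lower IL-6 in LPS-stimulated BV2 cells with PGC-1α overexpression (Fig. 4f, g), measured by other assays. On the arrays Il6 changed by -0.26 (adjusted p = 0.48 from limma; exact permutation test, two-sided p = 0.6), with an adjusted p of 0.097 to 0.97 over the alternatives and a positive sign under 2 of them (0.19 and 0.12). Its 2 probes gave -0.26 and -1.14, and their mean -0.70 (adjusted p = 0.097). The paper reports less ASC protein in cell lysates by Western blot (Fig. 4h), and its methods activate NLRP3 with LPS followed by ATP. The arrays measure RNA after LPS, which is another measure. There the ASC gene, Pycard, was higher by 0.50 (adjusted p = 0.034 from limma), and by 0.40 after quantile normalization (adjusted p = 0.084 from limma, 0.0083 to 0.16 over the alternatives). It was higher in all of them, from 0.29 to 0.62. The paper reports less CCL5 in microglia of mPGC-1α mice by protein array (Fig. 4a), taken after stroke, so in other cells and as protein. On the arrays Ccl5 was higher by 1.09 (adjusted p = 5.7e-04 from limma). It kept its call in all 18 alternatives, from 0.92 to 1.16. The paper reports more ULK1 protein with PGC-1α overexpression after LPS and ATP (Fig. S15e), a different treatment. In BV2 cells transfected with plasmids it reports more ULK1 mRNA with PGC-1α and ERRα together (Fig. S15d). Its luciferase activity did not rise significantly with PGC-1α alone (Fig. S15c). On the arrays Ulk1 fell by 0.82 (adjusted p = 0.032 from limma), with 2 control arrays measured. Ulk1 was lower in every alternative, from -1.05 to -0.50 (adjusted p from 0.0016 to 0.13), and no longer passed without control replicate 1 (-0.74) or 2 (-0.91) or overexpression replicate 1 (-0.84). Control replicate 3 has no value for Ulk1, so leaving out control replicate 1 or 2 leaves 1 control array, which is assumed to vary like the overexpression arrays, and the loss of the call there says little about its stability.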

Other observations

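Chosen after the results were seen were the tests of exchanged labels, and of the share of higher genes and the Reactome sets against intensity. The values set against the strength of the LPS response and against intensity as the cause of the changed genes were chosen then too. The criteria by which growth rate and copy number are left open, and the use of the variance alone for the slide, were also set after the values were seen. The length of the gene runs and the number of random orders were set after a longer version ran out of time. For LPS strength and intensity the tests first set were a joint shift of LPS-induced and interferon-stimulated genes, and medians by intensity that differ by more than 0.1; both are given here.

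The number of changed genes, 9633, was reached by 1 of the 10 ways of splitting the 6 arrays into 3 and 3, the real one. In limma the other splits gave 0 genes each, and 19 to 569 at an unadjusted p under 0.05, against 10631 in the real one. Since 10 splits cannot give a share below 0.1, and genes on an array vary together, the count of splits by itself cannot exclude chance. The 4 gene lists past the threshold were matched by 2 of the 10 splits, the real one included, and the 34 Reactome sets by 3, with up to 90 sets in a split that mixes the groups. The count of sets is therefore no evidence of a difference between the groups by itself. Nor is the count of lists, which does not show which lists passed in each split. In the real split 41 of 46 histone genes passed upward and none downward, whereas no gene passed in the other splits. Those splits mix the groups, so the difference between the groups adds to their residual spread and makes such a result likely. The histone median was 0.83, against 0.60 at most in 10000 random lists, and 0.58 against 0.25 after quantile normalization. These medians set the histone list apart from other genes of like intensity. The random lists draw genes and not arrays, and histone genes may vary together, so they cannot exclude chance between the arrays. The histone list did not pass in camera with an estimated correlation (adjusted p = 0.67). For the histone list, the other lists and the sets chance therefore cannot be excluded.

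The condition took 76.7% of the variance between arrays and the slide 11.0%. Each slide held equal numbers of both groups, which with the small share of the variance argues against the slide as the source of the changes. With the slide as a block 10921 genes passed, including all 9633. The 16051 runs of 51 neighbouring genes held 0 with a median beyond those of 1000 random gene orders under either scaling, and chromosome medians lay between -0.08 and 0.14 relative to all genes. Gains of a copy of whole chromosomes, a log2 change of 0.58 in a diploid genome, are argued against by these medians. The largest run in random orders reached 0.66, and 0.58 after quantile normalization, about the size of such a gain. The count of 0 runs therefore argues against the loss of a copy, a log2 change of -1, over runs of this length, if signal follows copy number. Gains of a copy in parts of chromosomes, and differences in shorter regions, stay open. The proliferation genes, at -0.079 relative to all genes, had 7 of 28 higher and 3 lower. After quantile normalization their median was -0.24 (adjusted p = 0.084), and with the authors' processed values -0.25 (adjusted p = 0.038), while the histone genes were higher under each scaling. A different growth rate of the groups therefore stays open.

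Fold changes followed intensity. From the dimmest to the brightest of 4 groups of genes the medians were 0.54, 0.04, -0.05 and 0.35, a range of 0.58, and after quantile normalization 0.34, 0.03, -0.06 and -0.00, a range of 0.41. The overexpression arrays were dimmer, so a bias of normalization could contribute, and by the test first set it is present. After quantile normalization 7261 genes passed, 6880 of them among the 9633 and in the same direction. That normalization left a range of 0.41, so the count cannot show how many changes lie beyond such a bias. The lowest median by intensity was -0.06 there, so medians of this size do not account for the 1449 falls of at least 2-fold past the threshold. The bias may account for the excess of higher genes, because the share of higher genes came to 51.0% after quantile normalization. The same holds for the Reactome sets, of which only 1 passed under both scalings. A general rise of the transcripts of translation and respiration on the arrays labelled overexpression would be removed by quantile normalization as well, so this remains a hypothesis. For the set that passed under both scalings, Olfactory Signaling Pathway, the bias stays open too. That set was not compared with genes of like intensity, and the dimmest genes kept a median of 0.34 after quantile normalization. Across 13 settings that keep every array, 609 genes passed with a 2-fold change in the same direction each time, 126 higher and 483 lower, so larger changes were more often falls.

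Ppargc1a rose by 1.14 at its first probe and changed by 0.26 at its second, both near background. The lentiviral insert holds the coding sequence, so a probe in the untranslated part of the transcript would miss it. This is a candidate explanation for the small rise of 1.14, which stays open because the place of the probes is not known here. Exchanged labels of the groups would lower both Ppargc1a and its targets. Ppargc1a was not lower, but lay near background, and the PGC-1α target genes had a median of 0.092 relative to all genes, which did not pass in camera, so the labels can be neither excluded nor borne out with these genes.

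The LPS-induced inflammatory genes moved apart. Under both scalings 14 were lower and 7 were higher past the threshold. Genes chosen after their values were seen show the span, with Ccl7 at a log2 fold change of -3.53 (1 of 3 overexpression arrays well above background) and Ptgs2 at 1.69 (2 of 3). Interferon-stimulated genes had a median of -0.07 relative to all genes and did not pass. A weaker LPS response that lowered all of these genes alike is argued against as the whole source by the 7 higher genes. Whether a lower dose or a shorter exposure would lower them alike was not tested. A difference in dose, in timing or in some branches of the response therefore stays open. Tlr4, which encodes the receptor of LPS and was chosen after its value was seen, fell by 3.24 (adjusted p = 1.2e-04 from limma), with -3.39 after quantile normalization and all 6 arrays well above background. Whether the fall of Tlr4 bears on the inflammatory genes was not tested.

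The 5 largest falls were Fancf (-4.26), Klhl38 (-4.22), Homez (-4.18), Ccr7 (-4.09) and Zfp719 (-3.87). All kept their call in every alternative in which they were tested. On the overexpression arrays Fancf and Ccr7 were well above background on 3 of 3 arrays, Klhl38 and Homez on 2 and Zfp719 on 1, and the size of all 5 depends on the background correction. With normexp and the 75th percentile they were -2.45 for Fancf, -2.06 for Klhl38, -1.90 for Homez, -2.44 for Ccr7 and -1.08 for Zfp719, and with normexp and quantile normalization -2.67, -2.32, -2.17, -2.67 and -1.45. The other probe of Ccr7 gave -2.99.

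For genes that the paper measures under other conditions, in other samples or as protein, the arrays after LPS gave the following values. Of the 32 genes the paper names, 28 could be tested and 20 passed, 13 higher and 7 lower; 21 passed adjusted over the list alone. After quantile normalization 9 passed, 2 higher and 7 lower, all 9 in the direction of the first scaling. Ppargc1a, Arg1, Il17a and Slc25a27 were not well above background on all arrays of either group and were not tested. Esrra, the gene of ERRα, was higher by 0.46 (adjusted p = 0.017), and by 0.21 after quantile normalization (adjusted p = 0.23; 0.0050 to 0.23 over the alternatives). It no longer passed without control replicate 1 (0.44) or 3 (0.43) or overexpression replicate 1 (0.47). Of the antioxidant and uncoupling genes, Gpx1 was higher by 0.79, Txn2 by 0.64 and Ucp3 by 0.52, which quantile normalization reduced to 0.21, 0.12 and 0.04 without passing. Sod2 (-0.14; 0.040 without control replicate 3), Prdx3 (0.36) and Ucp2 (0.46) did not pass under either scaling, though Prdx3 and Ucp2 passed with the slide as a block (adjusted p = 0.032 and 0.020). Slc25a14, which encodes UCP5, was -1.13 at its brightest probe and 0.70 at its other probe. Map1lc3b was higher by 0.62, Sqstm1 by 0.49, Tomm20 by 0.61, Cox4i1 by 0.58 and Immt by 0.45, and none of them passed after quantile normalization. Map1lc3a changed by 0.56 without passing (adjusted p = 0.056 from limma), and by 0.32 after quantile normalization (adjusted p = 0.30). It passed in 8 of 18 alternatives, among them the slide (adjusted p = 0.012) or the replicate number (0.018) as a block. The 2 probes of Sqstm1 went opposite ways (0.49 and -0.24), with a mean of 0.03 (adjusted p = 0.86). Immt no longer passed without control replicate 1 or 2 or overexpression replicate 1 or 3 either (0.41 to 0.46); overexpression replicate 2 has no value for Immt, so leaving out either of the others leaves 1 array, which is assumed to vary like the control arrays. Gapdh was higher by 0.74 and by 0.10 after quantile normalization, so rises of this size in bright genes depend on the scaling.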
